# Topical Estrogen Treatment Augments the Vaginal Response to *Escherichia coli* Flagellin

**DOI:** 10.1038/s41598-020-64291-y

**Published:** 2020-05-21

**Authors:** Anna Stanton, Catherine Mowbray, Marcelo Lanz, Karen Brown, Paul Hilton, Alison Tyson-Capper, Robert S. Pickard, Ased S. M. Ali, Judith Hall

**Keywords:** Urinary tract infection, Urinary tract infection

## Abstract

The female climacteric or menopausal process characterised by reduced estrogen, associates with an increased risk of recurrent urinary tract infections (rUTIs) linked to uropathogenic *Escherichia coli* (UPEC). Clinically, topical vaginal estrogen treatment has a prophylactic effect against such infections. The aim of this study was to investigate, *in vitro*, the effects of a topical estrogen treatment on vaginal epithelial responses following challenge with *E.coli* flagellin mimicking an UPEC challenge. Immortalised vaginal epithelial cells (VK2 E6/E7), modelling the vaginal epithelium were treated with either 4 nM 17β-estradiol (E) for seven days, 50 ng/ml *E.coli* flagellin (F) for 12 h, or 4 nM 17β-estradiol plus 50 ng/ml flagellin (E + F(12 h)). RNA was analysed by microarray gene profiling using the Illumina HumanHT-12 v 4 Expression Beadchip. Following E + F treatments expression of genes encoding host defence molecules including *DEFβ4A*, *DEFB103A*, *LCN2* as well as those associated with keratinisation eg *CNFN* and *SPRR* family genes were significantly enhanced (P < 0.05) compared to either E or F treatments alone. Mutation of estrogen responsive elements (EREs) identified in the *DEFβ4* gene promoter abolished the augmented gene expression suggesting estrogen functioned directly through a regulatory mechanism involving ESR1/2. Ingenuity pathway analyses also suggested the pro-inflammatory cytokine IL-17A to regulate the vaginal host defences during infection. Pre-treating VK2 E6/E7 cells with estrogen (4 nM) and challenging with 1L-17A & F (12 h) significantly enhanced *DEFβ4, DEF103A* and *S100A7* expression (P < 0.05). Origins of vaginal IL-17 *in vivo* remain unclear, but patient biopsies support γδ T cells located within the vaginal epithelium. These data suggest that the vaginal antimicrobial response induced by flagellin activation of Toll-like Receptor 5 cell signalling is augmented following topical estrogen application.

## Introduction

Decreased circulating concentrations of the steroid hormone estrogen characterise the female climacteric, which in some women coincides with the onset of urogenital pathologies, including vaginal atrophy and rUTIs Topical vaginal estrogen treatments, but not systemic estrogen therapy have been shown to alleviate rUTIs in post-menopausal women^1,2^.

Uncomplicated rUTIs experienced by post-menopausal women are generally characterised as ascending infections that, in more than 75% of cases, link to *Esherichia coli*^3^. Such bacteria referred to as uropathogenic *E.coli* (UPEC) originate in the gut, colonise the vaginal epithelium and migrate via the urethra to the bladder where they cause symptomatic infections^4,5^. The infection process is facilitated by UPEC displaying factors such as flagella and pili, which support both motile and adherent phenotypes that underpin their virulence in the urinary tract^6^. Protection of the female urogenital tract from such uropathogens, pre-menopausally, is mediated by an array of constitutive and induced host innate defence factors as well as the vaginal microbiota. This microbiota is dominated by *Lactobacilli*^7,8^, which metabolise glycogen derived simple sugars to lactic acid, resulting in an acid micro-environment hostile to UPEC survival^9^. The post-menopausal state, in contrast, is associated with a more neutral vaginal pH, which supports UPEC persistence and colonisation, and coincides with an increased susceptibility to rUTIs^10^.

In murine models, rUTIs have also been explained by the presence of intracellular and quiescent *E.coli* communities, establishing and residing within the bladder epithelium^11^. The intracellular location of these bacterial communities means they are protected from the host defences and the effects of externally administered antimicrobials, and their persistence provides a constant bacterial reservoir able to seed new infections. While there is limited, but direct evidence to support this infection model in post-menopausal women^12^, it does not easily align to clinical data showing vaginal topical treatments are associated with a reduced incidence of UTIs^1,13^.

The standard clinical treatment for rUTIs is antibiotics, but this option is complicated by the relative ineffectiveness of multiple and prolonged courses that promote resistant strains of the main causative organism UPEC^14^. Pre-conditioning of the vaginal or urethral epithelium to hinder *E.coli* colonisation and migration represents an alternative treatment for rUTIs and one such treatment available to post-menopausal women suffering rUTIs is topical vaginal estrogen treatment^1^. Mechanisms proposed to explain how topical estrogen functions in protecting from rUTI include increased vaginal glycogen stores favouring colonisation of the epithelium by *Lactobacilli*^15^, a strengthening of the urothelial barrier and the increased antimicrobial capacity of the bladder defences^16^.

*In vitro* data also support the clinical observations that vaginal estrogen plays a key role in boosting the bladder innate defences with epithelial integrity and host effectors including the host defence peptide, human β-defensin-2(hBD2), elevated in response to topical treatments^16,17^. Analyses of vaginal biopsy material from post-menopausal women with vaginal atrophy and pro-lapse supports local estrogen therapy to impact epithelial structure and barrier function through increased expression of genes associated with cell proliferation, differentiation and defence^18^ and extracellular matrix protein synthesis^19^. However, the effects of estrogen on the vaginal host innate defences particularly during periods associated with potential UPEC infections are less well described.

While topical vaginal estrogen treatments help protect against rUTIs not all women can tolerate the therapy with vaginal bleeding or spotting, vaginal irritation, burning and itching reported as common adverse events^1^. Therefore further knowledge of the mechanisms by which the steroid hormone functions to help protect against rUTIs is necessary; this information may help underpin the development of non-hormonal alternative topical treatments that mimic the protective effects of estrogen, but carry reduced side-effects. The aim of this study was to investigate the mechanisms by which estrogen influences the innate defences of the vaginal epithelium, particularly in response to flagellin challenge utilized to model a putative UTI.

## Methods

### Patient samples

The patient study protocol exploring the effects of estrogen on the vaginal defences was carried out following a minor project amendment to REC Reference 09/H0905/15 (Newcastle upon Tyne Hospitals NHS Trust R&D Reference 4841). Postmenopausal patients undergoing either hysterectomy or vaginal prolapse surgery were recruited to the study from the Urogynaecology department of Newcastle upon Tyne Hospitals NHS Foundation Trust and provided written informed consent. Patients groups reflected those either prescribed vaginal estrogen treatment (Vagifem® [estradiol hemihydrate equivalent to estradiol] 10 mcg twice weekly (n = 41, median age of 57 years) or not (n = 53, median age of 60 years) (Table 1S). Each of the 94 patients donated vaginal fluid and tissue samples collected in accordance with relevant guidelines and regulations, and these were analysed either by ELISA or gene expression using qPCR.

**Table 1:** Microarray results of gene probes specifically encoding proteins/peptides involved in antimicrobial activity, keratinisation and inflammation ie epithelial barrier defence, and differentially expressed in relation to E + F (12/24 h) treatments.

Gene Symbol	Probe Fold Change	Protein	Function	E	F(12 h)	E + F(12 h)	F(24 h)	E + F(24 h)
*DEFB103A*	ILMN_1684308	β-defensin-3	Antimicrobial	1.40	1.41	2.17	2.02	7.00
*DEFB4A*	ILMN_2048043	Β-defensin-2	Antimicrobial	0.98	2.35	5.11	2.94	8.43
*LCN2*	ILMN_1692223	Lipocalin-2	Antimicrobial	2.18	6.38	9.47	4.89	9.87
*RNAse7*	ILMN_1712849	Ribonuclease, RNAse A family, 7	Antimicrobial	1.46	1.33	1.97	2.08	5.41
*SLPI*	ILMN_2114720	Secretory leukocyte peptidase inhibitor	Antimicrobial	2.16	1.54	3.16	—	2.79
*WFDC5*	ILMN_2079042	WAP-four-diS core domain-5	Antimicrobial, Protease Inhibitor	—	—	3.17	—	2.94
*S100A7*	ILMN_1757351	S100 calcium binding protein A7/Psoriasin	Antimicrobial, Keratinisation, Inflammation	1.86	1.48	5.07	2.50	10.66
*S100A8*	ILMN_1729801	S100 calcium binding protein A8	Keratinisation, Inflammation	2.03	2.24	3.39	2.10	2.41
*S100A9*	ILMN_1750974	S100 calcium binding protein A9	Keratinisation, Inflammation	2.13	2.53	5.86	2.25	3.79
*S100A12*	ILMN_1748915	S100 calcium binding protein A12	Antimicrobial, Keratinisation, Inflammation	1.13	1.22	2.69	—	5.23
*CNFN*	ILMN_1803838	Cornifelin	Keratinisation	2.04	1.30	5.90	—	6.50
*LCE3D*	ILMN_1718395	Late cornified envelope 3D	Keratinisation	2.11	1.64	5.76	2.64	10.37
*SBSN*	ILMN_1712759	Suprabasin	Keratinisation	2.06	1.35	4.44	—	5.25
*SPRR2A*	ILMN_1795359	Small proline-rich protein 2A	Keratinisation	2.06	3.95	14.75	3.60	17.04
*SPRR2C*	ILMN_2197577	Small proline-rich protein 2C	Keratinisation	1.11	1.60	5.77	2.77	19.52
*SPRR2D*	ILMN_2191967	Small proline-rich protein 2D	Keratinisation	1.98	2.09	5.73	—	4.10
*SPRR2E*	ILMN_2211018	Small proline-rich protein 2E	Keratinisation	1.73	3.14/2.46	13.53/10.84	2.43	11.75
*SPRR2F*	ILMN_1674367	Small proline-rich protein 2F	Keratinisation	2.20	3.60	13.08	2.79	12.32
*SPRR2G*	ILMN_1702127	Small proline-rich protein 2G	Keratinisation	1.26	1.81	7.27	3.25	22.46
*KRT1*	ILMN_1735712	Keratin 1	Keratinisation	—	—	8.82	—	5.13
*KRT6C*	ILMN_1754576	Keratin 6C	Keratinisation	—	—	2.95	—	2.50
*IL36G*	ILMN_2158713	Interleukin 36 gamma	Inflammation	1.00	2.70	4.34	2.08	4.05
*SERPINB4*	ILMN_1782716	Serpin peptidase inhibitor clade B, member 4	Inflammation	1.03	2.92	6.48	—	3.42
*CXCL10*	ILMN_1791750/1791759	Chemokine ligand 10	Inflammation	—	41.73	16.00	9.82	6.46
*CCL5*	ILMN_2098126/1773352	Chemokine (C-C motif) ligand 5	Inflammation	—	9.60/6.30	4.56/3.12	4.22	3.04

### VK2 E6/E7 cell culture and challenges

VK2 E6/E7 vaginal epithelial cells were cultured in Keratinocyte SFM media (Life Technologies) at 37 °C and 5% CO_2_. Cells were grown in 75cm^2^ flasks (Corning) before being passaged and seeded into either 6-well (5 × 10^5^ cells), 12-well (1.2 × 10^5^ cells) or 96-well plates (1 × 10^5^ cells). To model patient vaginal estrogen treatments cells were pre-treated with either 4 nM estrogen ((2-hydroxypropyl)-β-cyclodextrin encapsulated17β-estradiol) or cyclodextrin (vehicle control) equivalent (Sigma) for 7 days before challenge with either 50 ng/ml flagellin isolated from *E. coli*^17^ for up to 24 hours or phosphate buffered saline (PBS). Cell culture medium, vehicle control and estrogen were typically replaced every 48 hours.

VK2 cells were seeded into 12-well plates at a density of 1 × 10^5^ cells/well in keratinocyte-SFM media and pre-treated with either 4 nM 17β-estradiol or 14.8 nM cyclodextrin for 7 days prior to challenge. At 80% confluency the cells were washed with PBS, 1 ml keratinocyte-SFM medium added and after 24 hours the cells challenged with 100 ng/ml IL-17A (Sigma, USA), or 100 μM Tris-HCL, pH 7.4 with 2.5 mM NaCl, and 50 ng/ml flagellin (minimum concentration of flagellin shown to induce an innate response) or PBS. After 24 hours the medium was removed, the cells washed with PBS, the RNA extracted using the SV Total RNA Isolation Kit (Promega) as per manufacturer’s instructions and RNA samples stored at −80 °C.

### Microarray and qPCR analysis

VK2 E6/E7cells were treated with as follows: cyclodextrin (vehicle control) for 7 days plus/minus 12 h flagellin (50 ng/ml) challenge, estrogen (4 nM) for 7 days plus/minus 12 h flagellin challenge. RNA was extracted from the cells using the SV Total RNA Isolation Kit (Promega) as per manufacturer’s instructions and quality verified using an Agilent 2100 Bioanalyser. Samples were sent to Service XS (Netherlands) for microarray analysis using the Illumina HumanHT-12 v4 Expression Beadchip. Raw data were converted into fold change relative to control and presented as heatmaps in collaboration with the Newcastle University Bioinformatics Support Unit using the R software platform with Bioconductor^20,21^. Microarray data has been deposited in the Gene Expression Omnibus Database, accession number GSE135583. Genes were considered significantly different if a fold change ≥ +2 or −2 and P < 0.05 was recorded.

Biopsy RNA was also extracted using the SV Total RNA Isolation Kit (Promega) and RNA samples stored at −80 °C. Nucleic acid was quality checked and quantified by nanodrop as previously described^17^. Reverse transcription of RNA (400 ng) was performed using random hexamers (Roche), MMLV Reverse Transcriptase and RNase Inhibitor (Promega). Gene expression was quantified by qPCR using SYBR Green (Roche) with 0.5 μm primers on a LightCycler 480 (Roche) with each plate containing controls for verification of single target amplification using melt curve technology^22^. Data were normalised to the appropriate reference genes *GAPDH* and *ATP5b*^17^; primer sequences of target genes are shown in Table 2S.

### Epithelial estrogen receptor analyses

VK2 E6/E7 cells seeded at a density of 1 × 10^5^ cells/well were pre-treated with either 1 µM ICI 182,780 known as fulvestrant (Tocris Bioscience) or 0.1% DMSO vehicle and 4 nM β-cyclodextrin encapsulated 17β-estradiol or cyclodextrin vehicle for up to 7 days. The culture medium, ICI 182,780, encapsulated 17β-estradiol or cyclodextrin were replenished every 48 hours and 24 hours before a flagellin 50 ng/ml or PBS challenge.

For G-protein coupled estrogen receptor (GPER) stimulation VK2 E6/E7 cells seeded at a density of 1 × 10^5^ cells/well were pre-treated with either 100 nM GI or 0.01% DMSO vehicle and 4 nM β-cyclodextrin encapsulated17β-estradiol or cyclodextrin vehicle 24 hours before a flagellin 50 ng/ml or PBS challenge. The culture medium, 17β-estradiol or cyclodextrin were replenished every 48 hours.

### ELISA host defence peptide analyses

Vaginal fluid samples were analysed for hBD2, hBD3, LCN2 and SLPI by ELISA. hBD2 ELISA (Peprotech) – capture antibody 100 µg/ml, detection antibody 0.5 µg/ml, samples diluted 1:1; hBD3 ELISA – capture antibody 0.25 µg/ml (Abcam), detection antibody 1 µg/ml (Abcam), samples diluted 1:4; LCN2 ELISA (R&D systems) – capture antibody 2 µg/ml, detection antibody 25 ng/ml, samples diluted 1:49; SLPI ELISA (R&D systems) – pre-coated plates, as per manufacturer’s instructions, samples diluted 1:79. Each plate included a standard curve and negative control. Plates were read using a FLUOstar Omega plate reader (BMG Labtech, Germany) at 450 nm with correction at 540 nm and blank-corrected values analysed using 4-parameter curve fit.

### ERE site directed mutagenesis and luciferase reporter assay

A 2030 bp sequence upstream of the *DEFβ4* gene ATG start codon cloned into plasmid phBD-2-Luc (Promega) was used in analysing roles of putative estrogen response elements (ERE). Point mutations of putative EREs were generated using customised primers, a QuikChange II site-directed mutagenesis kit (Agilent, USA) (Table 2 S) and confirmed by sequencing (GeneVision, UK). Transfection of plasmids into VK2 E6/E7 cells was performed using the reverse transfection method. Briefly, 150 ng DNA and 0.5 µl Attractene (Qiagen) were added to 50 µl media (per well) and left for complex formation for 15 minutes. Cells were plated into 96-well clear bottomed plates at a density of 5 × 10^4^ cells/well in media supplemented with 4 nM 17β-estradiol or 14.8 nM cyclodextrin. The plasmid/attractene complex was added and the cells left to adhere over-night. Following a media change, the cells were incubated for a further 24 hours and challenged with either flagellin (50 ng/ml) or PBS. Post-challenge, cells were lysed as per the Luciferase Assay System protocol (Promega) and luminescence read using a FLUOstar Omega Microplate reader (BMG Labtech).

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 6 software. Following data analyses by one or two way ANOVA multiple comparisons were performed using Dunnet’s, Sidak’s or Tukey’s post hoc tests.

## Results

### Estrogen and flagellin treatment of VK E6/E7 cells - microarray data

Microarray data relating to the E, F (12 h) and E + F (12 h) challenges were mined and gene probes shown to be differentially expressed in response to either estrogen pretreatment (E), or Flagellin (F12) and/or E + F12 treatments identified (Fig. 1A & B). 

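RNA of VK2 E6/E7 cells, a human vaginal epithelial line immortalised with papillomavirus E6 and E7 genes, was hybridised to Illumina HumanHT-12 v4 beadchips, which carry bead-bound probes. The 24 arrays form 8 groups of 3: control, estrogen (E), flagellin (F) and both (E + F), each at 12 h and at 24 h of challenge. By the methods of the paper, cells received 4 nM estradiol or its cyclodextrin vehicle for 7 days and then 50 ng/ml flagellin, the bacterial ligand of TLR5, or PBS. The sample labels name only PBS for the controls and give a lower seeding density than the methods. The series description calls the 3 arrays of a group technical replicates, whereas the paper gives n = 3. The p-values therefore measure only the spread between these arrays, which may be technical. The authors deposited the mean bead intensity of 47323 probes per array, neither background-subtracted nor normalized, with a detection p-value against the negative control beads. Median intensity was 116 to 122 on the 12 h control arrays, 105 to 120 with E, 111 to 139 with F and 127 to 143 with E + F. At 24 h it was 116 to 117, 117 to 145, 116 to 135 and 124 to 134 in the same order. Between 38.7% and 44.0% of probes were detected per array, and replicate arrays correlated at 0.987 to 0.994. From there, intensities were background-corrected from the detection p-values, quantile-normalized and taken to log2, and the 24693 probes detected on at least 3 arrays were tested with limma. A probe was called at a fold change of at least 2, the threshold of the paper, and a Benjamini-Hochberg adjusted p under 0.05. Errors given with log2 fold changes are standard errors from this model, with n = 3 arrays per group. Where a probe was not detected on any array of 1 group, its fold is a lower bound, taken against the lowest signal of any detected probe on those arrays, and is written as at least that fold. Background correction widens the folds of dim probes, so the fold from the authors' deposited normalized values, which carry no correction, is given where it differs by more than 1.5 times or is no longer called. Gene lists and thresholds were fixed before the data were examined, but with the paper known, and 5 of the lists come from it. Other lists, the antimicrobial and cornified envelope lists among them, also hold genes that the paper reports as raised on these arrays. Their tests are therefore not fully independent of the paper. A list was set against all other tested genes with camera at a preset correlation of 0.01, and its adjusted p is over 34 lists.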

Ontology analyses of these 270 probes identified up-regulation of expression pathways specifically related to innate immunity, cell differentiation and keratinization.

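With E + F at 12 h, 344 probes rose and 10 fell against control, and the genes that rose grouped in antimicrobial defence, the cornified envelope and the interferon response. Of 21 genes of antimicrobial proteins, 15 rose and 6 were not called; among them S100A12, the calcium-binding protein calgranulin C, rose at least 6.36-fold (dimmer in control than the detection limit, 2.56-fold on the deposited values). Of 42 genes of the cornified envelope, the protein shell of terminally differentiated keratinocytes, 22 rose, including SPRR3 at 2.46-fold (log2 1.30, standard error 0.09, adjusted p = 1.79e-09) and TGM1, the transglutaminase that cross-links the envelope, at 2.21-fold (log2 1.14 ± 0.12). The suprabasal keratins gave 4 of 8 higher, and regulators of differentiation 5 of 22, among them ZNF750 at 3.04-fold (log2 1.60 ± 0.13). Kallikreins and serpins, the proteases of desquamation and their inhibitors, gave 10 of 17 higher. Of 53 interferon-stimulated genes, 47 rose, with MX2, a GTPase that restricts viruses, at 46.8-fold (log2 5.55 ± 0.17) and IFI27 at 29.4-fold (log2 4.88 ± 0.14). Adjusted over the list alone, the counts were 15 antimicrobial, 22 cornified envelope and 47 interferon-stimulated genes. Camera gave adjusted p = 2.88e-33 for the antimicrobial, 3.14e-39 for the cornified envelope, 1.42e-10 for the suprabasal keratin, 3.42e-11 for the regulator, 4.24e-28 for the protease and 5.65e-123 for the interferon list. In all, 20 of the 34 lists passed, and the same 20 passed with an estimated correlation. Of the 10 splits of these 6 arrays into 3 and 3, 3 passed as many lists, the real one included. The number of passing lists therefore does not by itself tell the treatments apart. Over E, F and E + F together, 554 probes were called at 12 h. On the deposited values MX2 and IFI27 changed by 3.67 and 3.66 in log2.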

**Figure 1:**
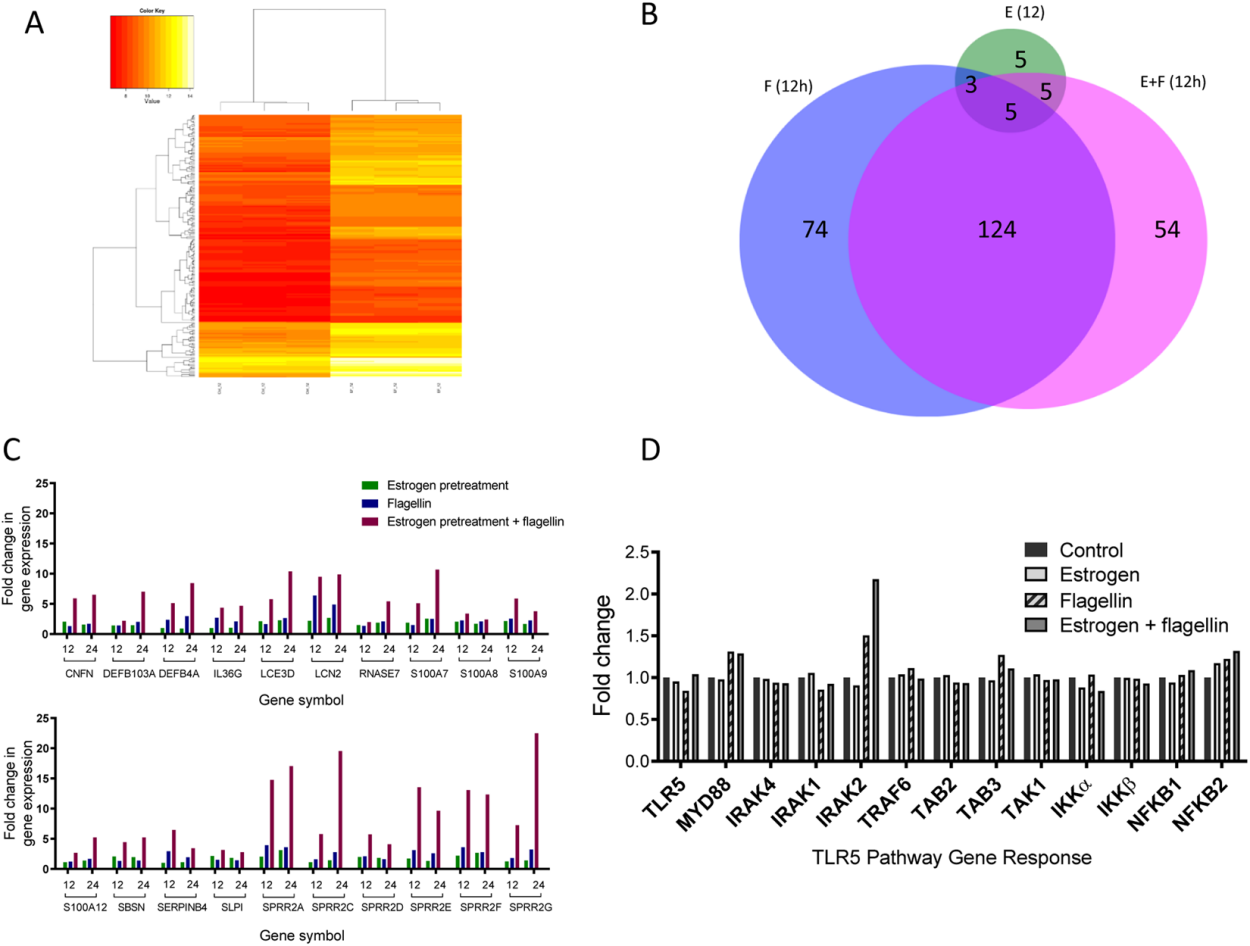
(**A**) Heatmap showing differential gene expression patterns following 12 h treatments of VK2 E6/E7 cells with vehicle (ctrl_12) (n = 3) and estrogen + flagellin (EF_12) (n = 3). Rows represent individual genes and their fold expression measurements while columns show different experimental conditions; genes are clustered according to patterns of expression and functionality (**B**) Venn Diagram illustrating differentially regulated genes following pre-treatment of VK2 E6/E7 cells with E (Green), F (12 h) (Blue) and E + F (12 h) (Pink). Genes upregulated in response to E + F but not E or F were *KRT1, SPRR2G, SPRR2C, S100A7, DSG1, SERPINB3, S100P, TMEM45A, DSC1 (2 probes), TMEM45A, NCCRP1, WFDC5, KRT6C, KRTDAP, CYP4F22, ALOX12B, ZNF750, ID1, SPRR2B, SPRR1A, S100A12, FABP4, ALDH3B2, LOR, KRT80, IGFBP3, SLC5A1, KLK11, CXCL14, CLDN1, SPRR1B, IGFBP3, KRT10, EGR1, TSC22D3, TSC22D3, SIAE, THBS1, MAFB, KLK12, DEFB103A, SULT2B1, A2ML1, ZC3H12A, CRCT1, SPRR3, DLX5, TGM1, GJB2, HOPX, F3, KLK7, SULT2B1;* Five genes each upregulated in response to E and F and E + F treatments were *LCN2, S100A8, S100A9, SPRR2A, SPRR2F;* (**C**) Microarray gene expression data (fold changes) relating to E pretreatment (green), F 12 & 24 h challenges (blue) and E + F12 & 24 h F challenges (red); (**D**) Expression of genes encoding TLR5 signalling pathway molecules: vehicle treated/control (black), estrogen (**E**) (light grey), flagellin (**F**) (diagonal stripes) and estrogen + flagellin (E + F) (dark grey).

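Of 49 genes in the E + F list of Fig. 1B that could be measured, 47 rose with E + F at 12 h. KRTDAP, a secreted keratinocyte differentiation protein, rose 2.92-fold (log2 1.54 ± 0.12), TMEM45A 3.83-fold (log2 1.94 ± 0.11), and the gap junction gene GJB2 2.05-fold (log2 1.04 ± 0.10). CLDN1, which encodes the tight junction protein claudin 1, rose 3.13-fold (log2 1.65 ± 0.13) and DEFB103A, the gene of beta-defensin 3, 3.77-fold (log2 1.92, standard error 0.31, adjusted p = 0.000286); DEFB103A and DEFB103B are near-identical copies that a probe may not tell apart. ID1, an inhibitor of differentiation factors, had a log2 fold change of 0.95 (standard error 0.09, adjusted p = 1.49e-07), under the 2-fold threshold. TSC22D3, a glucocorticoid-induced leucine zipper gene, fell by 1.51 on the log2 scale at 1 probe (standard error 0.18, adjusted p = 6.59e-06) and by 1.15 at another, and a further probe was at -0.94, short of 2-fold. By the calls against control, 35 of the 49 genes were called with E + F but neither E nor F, 7 also with E and 5 also with F. Against F alone, 39 of the 49 were higher with E + F (39 adjusted over the list alone). The study chose this list on the same arrays, so these counts are not independent evidence of its direction. DEFB103A was 2.12-fold on the deposited values, GJB2 fell short of 2-fold without the E + F array of replicate 2 (log2 0.99), and ID1 was called with median scaling (log2 1.08).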

Notably five genes (Fig. 1B), *LCN2*, *S100A8, S100A9, SPRR2A* & *SPRR2F* encoding proteins involved in host defence and keratinisation were differentially expressed in response to each of the three treatments (E12, F12, and E + F12). 

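LCN2, whose product lipocalin 2 withholds iron from bacteria, rose 3.22-fold (log2 1.69, standard error 0.19, adjusted p = 2.72e-05) with E and 11.1-fold (log2 3.47, standard error 0.19, adjusted p = 3.48e-11) with F at 12 h. S100A8 and S100A9, the subunits of the antimicrobial calprotectin, rose 2.13-fold (log2 1.09 ± 0.10) and 2.21-fold (log2 1.14 ± 0.09) with E, and 2.31-fold (log2 1.21 ± 0.10) and 2.60-fold (log2 1.38 ± 0.09) with F. SPRR2A and SPRR2F, which encode small proline-rich precursors of the cornified envelope, rose 2.93-fold (log2 1.55 ± 0.16) and 2.59-fold (log2 1.37 ± 0.16) with E, and 6.42-fold (log2 2.68 ± 0.16) and 4.53-fold (log2 2.18 ± 0.16) with F. Adjusted p for these 4 genes with E ran from 2.41e-05 to 2.67e-07, from limma. In all, 12 probes of 12 genes were called with each of the 3 treatments, and SPRR2D, CXCL2, UPP1, AKR1C2 and TNFSF10 were among the other genes. TNFSF10, the gene of the death ligand TRAIL, fell by 1.66 on the log2 scale with E alone (standard error 0.21, adjusted p = 5.89e-05) but was higher than control with F and with E + F. It is 1 of 2 probes called in opposite directions with E and with F. E and F raised 10 probes in common, where independent lists of these sizes would share 0.606. Both were set against the same control arrays, and part of the excess may come from those: the covariance of the log2 changes was 0.0254, against 0.0139 in simulated unchanged groups. The deposited values put the folds of LCN2 at 2.10 with E and 6.02 with F, and those of SPRR2A at 1.99, under the threshold, and 3.78. TNFSF10 with E, at -0.70 in log2 there, and S100A8 and S100A9 with E under median scaling, at 0.88 and 0.89, were not called. Only 4 probes, in place of 12, were called with each treatment on the deposited values.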

All genes were upregulated (Fig. 1C) with the highest level of expression observed in response to E + F12. These data indicated that estrogen pretreatment of the VK2 E6/E7 cells prior to infection (F challenge) enhanced gene expression and augmented the host response.

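With E + F at 12 h, LCN2 rose 16.7-fold (log2 4.06 ± 0.19), S100A8 3.43-fold (log2 1.78 ± 0.10), S100A9 5.97-fold (log2 2.58 ± 0.09), SPRR2A 25.5-fold (log2 4.67 ± 0.16) and SPRR2F 16.7-fold (log2 4.06 ± 0.16) against control. Set directly against F, E + F was higher for SPRR2A by 3.97-fold (log2 1.99, standard error 0.16, adjusted p = 3.26e-08), for SPRR2F by 3.68-fold (log2 1.88, standard error 0.16, adjusted p = 7.26e-08) and for S100A9 by 2.29-fold (log2 1.20, standard error 0.09, adjusted p = 1.54e-08). The difference was under 2-fold for S100A8 at 1.48-fold (log2 0.57, standard error 0.10, adjusted p = 0.000931) and did not pass the test for LCN2 at 1.50-fold (log2 0.59, standard error 0.19, adjusted p = 0.0981). Against E, E + F was higher by 5.19-fold (log2 2.37 ± 0.19) for LCN2, 8.69-fold (log2 3.12 ± 0.16) for SPRR2A, 6.44-fold (log2 2.69 ± 0.16) for SPRR2F, 2.70-fold (log2 1.44 ± 0.09) for S100A9 and 1.61-fold (log2 0.69 ± 0.10) for S100A8. The interaction, which asks whether the joint change departs from the product of the single changes, was -1.10 (standard error 0.28, adjusted p = 0.0179) in log2 for LCN2. That call is not stable: the value was -0.52 on the deposited values, -0.46 with median scaling, -0.98 without the F array of replicate 1 and -1.02 (adjusted p = 0.053) without the E + F array of replicate 1, none of them called. It was 0.44 ± 0.22 for SPRR2A (adjusted p = 0.274), 0.51 ± 0.22 for SPRR2F, 0.06 ± 0.12 for S100A9 and -0.52 ± 0.14 for S100A8, none of them called, although median scaling called SPRR2A at 1.04 and SPRR2F at 1.15. From the deposited values, the rises of LCN2 and SPRR2A with E + F were 8.79-fold and 13.6-fold.

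**Figure D1:**
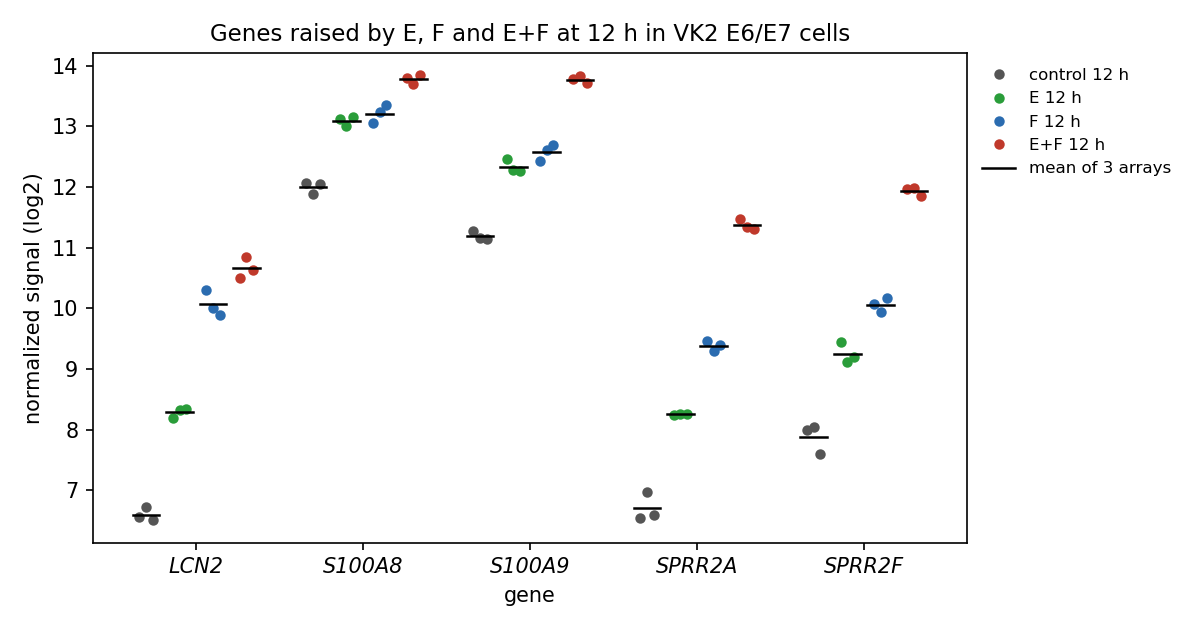
Normalized log2 signal (y axis) of 5 genes (x axis) on the 12 h arrays, with 1 point per array, colours for control, E, F and E + F, and bars for the mean of 3 arrays. The E + F arrays lie above the F arrays for each gene, by 0.59 in the mean for LCN2 and 1.99 for SPRR2A.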

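In flagellin-treated cells at 12 h, estrogen pretreatment raised 161 probes and lowered 39 against F alone. The desmosomal cadherin genes DSC1 and DSG1, which hold upper epidermal layers together, were higher by at least 9.34-fold and 7.38-fold (log2 2.88, standard error 0.16, adjusted p = 2.58e-10). Of 42 cornified envelope genes, 21 were higher, with LOR, the gene of loricrin, at 4.26-fold (log2 2.09 ± 0.15) and KRTDAP at 3.54-fold (log2 1.82 ± 0.12). Of 21 antimicrobial genes, 10 were higher, with S100A12 at 4.60-fold (log2 2.20 ± 0.19). Among 17 kallikreins and serpins 8 were higher, including KLK12 at 4.17-fold (log2 2.06 ± 0.15), and among 17 genes of barrier lipids 8, including the fatty acid hydroxylase gene CYP4F22 at 4.83-fold (log2 2.27, standard error 0.15, adjusted p = 5.84e-09). Of 22 NF-kB-driven inflammatory genes, 2 were lower, 20 were not called, and the list stood level with other genes (camera, adjusted p = 0.674). Camera gave adjusted p = 1.48e-37 for the cornified envelope, 4.52e-24 for the antimicrobial, 1.15e-27 for the protease and 5.62e-23 for the barrier lipid list, and each passed with an estimated correlation. Adjusted over the list alone, the counts were 21 of the cornified envelope, 10 antimicrobial, 8 protease and 8 barrier lipid genes. The interaction was called upward for 273 probes and downward for 102, and on the deposited values for 85 and 19. Of the 273 and the 102, 51 and 19 were not detected in 1 or more of the 4 groups, so that their fitted interaction has no exact size. Among the 42 cornified envelope genes, the interaction was called for 8, each upward, with 2 of them not detected in 1 or more groups. In 88 of the 273, E alone and F alone each lay below control by over 0.5 in log2. With median scaling in place of quantile normalization the split was 297 higher to 15 lower, and that of the interaction 2016 to 23, since that scaling shifts the median of all probes up by 0.22 and 0.41. By the deposited values, CYP4F22 was 2.66-fold, S100A12 2.14-fold, KLK12 2.47-fold and DSG1 4.24-fold higher, and DSC1 by 1.81 in log2. From the 5 genes raised by all 3 treatments and highest with E + F, the paper reasons that estrogen pretreatment before flagellin enhances gene expression and augments the host response. It also brings other genes of these arrays, estrogen receptor inhibition, a promoter reporter and patient samples to this question.

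**Figure D2:**
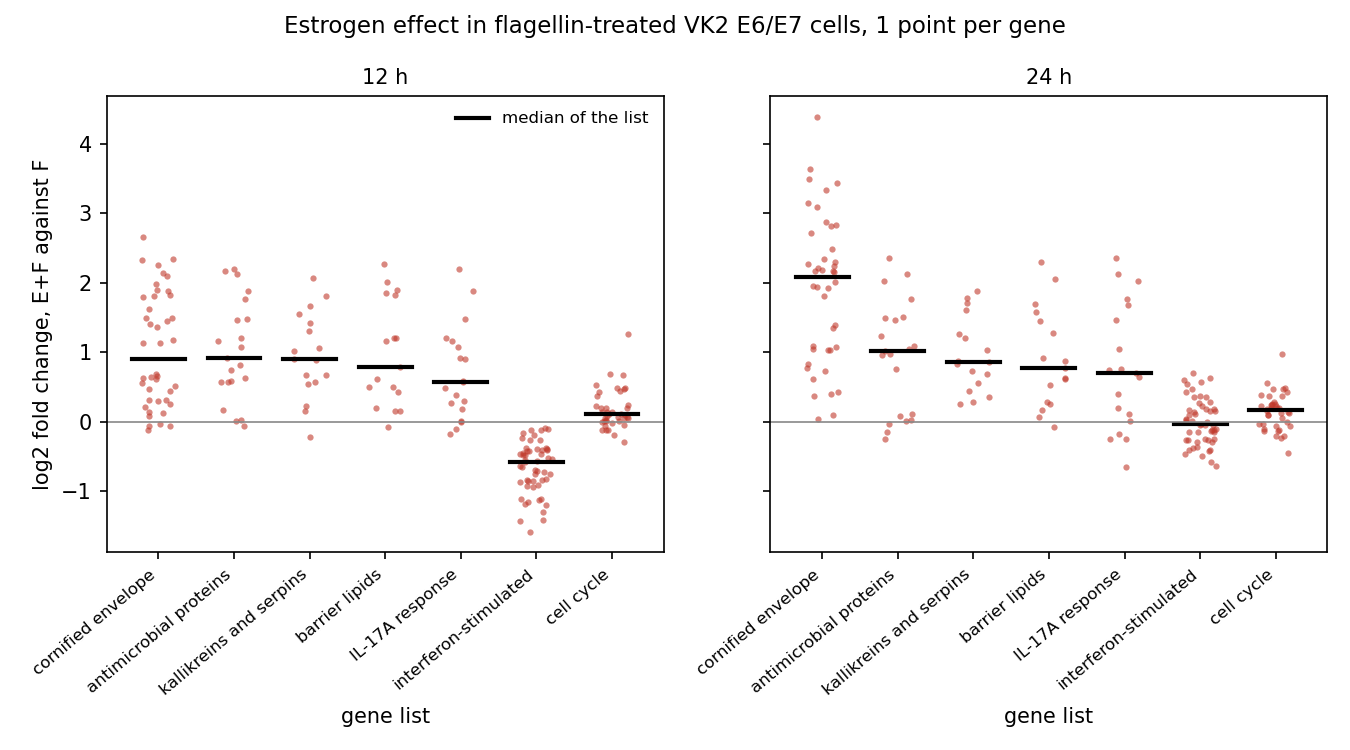
Log2 fold change of E + F against F (y axis) at 12 h (left) and 24 h (right) for 7 gene lists (x axis), with 1 point per gene and a bar for the median. The cornified envelope median is 0.91 at 12 h and 2.08 at 24 h, and the interferon median is -0.58 at 12 h and -0.03 at 24 h.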

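Flagellin raised interferon-stimulated genes and chemokine genes in these cells at 12 h, with and without estrogen. Of 53 interferon-stimulated genes, 51 rose with F (camera, adjusted p = 1.42e-146), and 47 of them were called with both F and E + F but not E. MX2 rose 83.4-fold (log2 6.38, standard error 0.17, adjusted p = 7.28e-16) with F, IFI27 35.1-fold (log2 5.13 ± 0.14) and MX1, a GTPase that restricts viruses, 16.3-fold (log2 4.02 ± 0.14). The neutrophil chemokine gene CXCL8 rose 10.2-fold (log2 3.35 ± 0.17) with F and 11.6-fold (log2 3.53 ± 0.17) with E + F, and CCL20, whose product attracts dendritic and Th17 cells, 5.50-fold (log2 2.46 ± 0.17) and 5.11-fold (log2 2.35 ± 0.17). SERPINA3, a protease inhibitor of the acute phase response, rose 27.8-fold (log2 4.80 ± 0.15) with F and 28.4-fold (log2 4.83 ± 0.15) with E + F. Of 22 NF-kB-driven inflammatory genes, 11 rose with F (camera, adjusted p = 3.98e-24). Altogether 340 probes rose and 20 fell with F, and 199 probes of 149 genes were called with F and with E + F but not E, 198 of them upward. Independent lists of these sizes would share 4.74 probes upward, against 210 shared here, and the covariance of the log2 changes was 0.0863 against 0.0139 for simulated unchanged groups that share controls, which may add part of the excess. On the deposited values CXCL8 rose 3.40-fold and 3.77-fold, and CCL20 2.59-fold and 2.45-fold; with F, MX2 changed by 4.46 and IFI27 by 3.90 in log2, and SERPINA3 by 3.00 and 3.03.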

F (12 h) and E + F (12 h) treatments significantly affected the expression of 124 common gene probes (Fig. 1B). Within this group were six gene probes that showed significantly fold higher expression following E + F12 treatment compared to F12h treatment alone. Such genes included *SPRR2D* (5.73 v 2.09), *SPRR2E* (two probes) (10.8 v 2.4; 13.53 v 3.14), *DEFβ4* (2.35 v 5.11), *IL36G* (4.34 v 2.7) and *SERPINB4* (6.48 v 2.92) encoding peptides and proteins involved in vaginal keratinisation and host defence including the inflammatory response (Table 1). However, downregulation of gene expression was also detected in response to the E + F12 treatment. 

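In the direct comparison at 12 h, 9 of the 199 probes called with F and E + F but not E were higher with E + F than with F alone. Besides SPRR2E, SPRR2C, SPRR2G, DEFB4A and SERPINB4, they included SERPINB3, the gene of squamous cell carcinoma antigen, at 2.08-fold (log2 1.06, standard error 0.10, adjusted p = 4.89e-07), and SLC5A1, the gene of the sodium-glucose cotransporter SGLT1, at 3.15-fold (log2 1.66, standard error 0.15, adjusted p = 3.67e-07). Both genes were called with F, SERPINB3 at 2.07-fold (log2 1.05 ± 0.10) and SLC5A1, not detected in control, with at least 1.93-fold higher signal. Of the 199 probes, 26 had a fold estimate higher with E + F than with F, and 28 were called lower. Without background correction, in the deposited values, SLC5A1 was 1.85-fold higher and SERPINB3 1.93-fold, both under the 2-fold threshold. With F the deposited folds were 1.81 for SERPINB3 and 1.28 for SLC5A1, not called; nor was SERPINB3 with median scaling (log2 0.85) or without the control array of replicate 2 (0.98), or SLC5A1 without the F array of replicate 3.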

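DEFB4A, the gene of beta-defensin 2, rose 6.34-fold (log2 2.66, standard error 0.22, adjusted p = 1.56e-08) with F and 17.6-fold (log2 4.14, standard error 0.22, adjusted p = 1.67e-11) with E + F at 12 h, a direct difference of 2.78-fold (adjusted p = 0.000152). SPRR2E, another cornified envelope precursor, rose 3.87-fold (log2 1.95 ± 0.18) with F and 17.0-fold (log2 4.09 ± 0.18) with E + F at 1 probe, and 3.29-fold (log2 1.72 ± 0.21) and 15.9-fold (log2 3.99 ± 0.21) at the other, with direct differences of 4.39-fold (adjusted p = 7.26e-08) and 4.81-fold (adjusted p = 3.73e-07). SPRR2D rose 2.13-fold (log2 1.09 ± 0.12) and 5.84-fold (log2 2.55 ± 0.12), a direct difference of 2.73-fold (adjusted p = 4.62e-08). SERPINB4, the gene of an inhibitor of cysteine and serine proteases, was not detected in control and rose at least 6.61-fold with F and at least 17.7-fold with E + F, a direct difference of 2.68-fold (log2 1.42, standard error 0.13, adjusted p = 1.87e-07). IL36G, the gene of the epithelial cytokine IL-36 gamma, rose 7.88-fold (log2 2.98 ± 0.14) and 14.7-fold (log2 3.88 ± 0.14), and the direct difference of 1.86-fold (log2 0.90, standard error 0.14, adjusted p = 0.000304) stayed under 2-fold. The interaction was not called for SPRR2D, at 0.43; for DEFB4A, SERPINB4 and IL36G, not detected with E alone, no exact interaction can be given. DEFB4A and DEFB4B, and the SPRR2 genes among themselves, are near-identical, so their probes may share signal. These genes are dim without flagellin: on the deposited values DEFB4A rose 2.25-fold and 4.77-fold, IL36G 2.57-fold and 4.07-fold, SERPINB4 2.77-fold and 5.98-fold, and the SPRR2E probes 12.4-fold and 10.0-fold with E + F. Median scaling left SPRR2D with F at 0.91 in log2, not called, and called the direct difference of IL36G at 1.23.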

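Of the 39 probes lower with E + F than with F at 12 h, 28 were among those called with F and E + F but not E. The 53 interferon-stimulated genes had a median log2 difference of -0.58 (-0.30 with median scaling), and 10 of them fell (10 adjusted over the list alone). Camera, against all other tested genes, gave adjusted p = 2.51e-44, and 0.00139 with an estimated correlation. Other probes that F raised also tended lower, though less clearly. The 265 off the interferon lists had a median of -0.48, with 232 below 0, 18 called lower and 13 called higher. They were picked on the same F arrays, which by itself pushes this difference down. For 135 such probes picked by F at 24 h instead, the median at 12 h was -0.34 (quartiles -0.56 to 0.25). Whether the lowering is particular to interferon genes is therefore not settled. IFIT2, an interferon-induced inhibitor of viral translation, fell by 1.42 on the log2 scale (standard error 0.11, adjusted p = 2.73e-08). OASL fell by 1.55 at 1 probe and stood at -1.15 at the probe used for the list. The genes of lymphotoxin beta, LTB, and of the adhesion molecule ICAM1 fell by 1.69 (standard error 0.17) and 1.43 (standard error 0.24); on the deposited values ICAM1, at -0.81, was not called. MX1, at -0.10 ± 0.14, did not pass the test. The interferon list that the study took from its pathway analysis of these arrays gave 1 of 13 lower and a median of -0.55, which is not independent evidence. The control contrast is separate: with E + F against control at 12 h, 10 probes fell, TSC22D3 among them.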

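The chemokine genes CXCL10 and CCL5, whose products attract T cells, rose with F at 12 h and stood lower when estrogen had been given first. CXCL10 rose 118-fold (log2 6.88, standard error 0.15, adjusted p = 7.66e-17) with F and 44.3-fold (log2 5.47, standard error 0.15, adjusted p = 3.31e-15) with E + F. Set directly against F, E + F lowered CXCL10 by a log2 change of -1.41 (standard error 0.15, adjusted p = 3.69e-06). CCL5 has 2 probes, which rose 11.9-fold (log2 3.57 ± 0.12) and 13.9-fold (log2 3.79 ± 0.13) with F and 5.54-fold (log2 2.47 ± 0.12) and 6.22-fold (log2 2.64 ± 0.13) with E + F. The direct log2 changes of CCL5 were -1.10 (standard error 0.12, adjusted p = 2.62e-06) and -1.16 (standard error 0.13, adjusted p = 3.78e-06). E alone left both genes near control, CXCL10 at -0.18 ± 0.15 and CCL5 at -0.06 ± 0.12 in log2, and the interaction was -1.23 (adjusted p = 0.00149) and -1.04 (adjusted p = 0.000569). On the deposited values CXCL10 rose 37.1-fold with F and 14.4-fold with E + F. The other CCL5 probe rose 5.93-fold and 3.00-fold there, and its direct change, -0.98 in log2, fell short of 2-fold. With median scaling the direct changes of CCL5, -0.76 and -0.80, and the interactions of CXCL10, -0.78, and CCL5, -0.36, were not called, nor was the latter without the control array of replicate 3 (-0.89) or the F array of replicate 1 (-0.99).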

Examples included genes encoding the chemokines CXCL10 and CCL5 involved in the inflammatory response, which showed fold changes of 41.73 and 9.6, respectively, after F12 treatment but 16 and 4.56, following E + F12 treatment (Table 1).

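Genes that estrogen raised at 12 h with and without flagellin, while flagellin alone stayed under the call threshold, included genes of the cornified layer and of secreted defence proteins. S100P, a calcium-binding protein gene, rose 2.08-fold (log2 1.06 ± 0.07) with E and 4.31-fold (log2 2.11 ± 0.07) with E + F, and CRCT1, a cornified envelope gene cluster member, reached 3.31-fold (log2 1.73 ± 0.24) with E + F. The adhesion gene CEACAM6 rose 2.80-fold (log2 1.49 ± 0.17) with E, and DHRS2, a short-chain dehydrogenase gene, 3.56-fold (log2 1.83 ± 0.17). In all, 16 probes of 15 genes were called with E and E + F but not F, and the cornified envelope list held 5 of them. All 16 were higher than control with E + F, 10 were higher with E + F than with F, and the interaction was called upward for 5. CXCL14 is among the 16, lower with E and higher with E + F. Over all probes called with both E and E + F, 4 went in opposite directions, CXCL14 and TNFSF10 among them. E and E + F raised 24 probes in common, where independent lists would share 0.613. Simulated unchanged groups with these controls had 0 probes called, so they cannot show how many shared calls the controls add. The covariance of the log2 changes was 0.0230 against 0.0139 in those groups, so that part of the excess may come from the control arrays they share. By the deposited values CRCT1 was 2.06-fold with E + F, and S100P, at 1.82-fold, CEACAM6, at 0.58 in log2, and DHRS2, at 0.73, were not called with E; with median scaling S100P was at 0.72.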

Five gene probes were shown to be upregulated by E and E + F12 but not F12 treatments. Genes represented were *CNFN, F3, LCE3D, SBSN and SLPI*, which apart from F3, again encoded proteins linked to cell keratinisation, differentiation and host defence. These data supported estrogen functioning naturally to augment the cell defences as well as during periods of infection.

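CNFN, the gene of the envelope protein cornifelin, rose 2.16-fold (log2 1.11, standard error 0.16, adjusted p = 0.00031) with E and 6.35-fold (log2 2.67, standard error 0.16, adjusted p = 2.06e-10) with E + F at 12 h. LCE3D, a late cornified envelope gene, rose 2.32-fold (log2 1.21, standard error 0.21, adjusted p = 0.00163) and 6.59-fold (log2 2.72 ± 0.21), and SBSN, the gene of suprabasin, 2.21-fold (log2 1.14 ± 0.12) and 4.86-fold (log2 2.28 ± 0.12). SLPI, the secretory leukocyte protease inhibitor gene, rose 2.24-fold (log2 1.17 ± 0.08) and 3.25-fold (log2 1.70 ± 0.08), and F3, the gene of tissue factor, 2.17-fold (log2 1.12 ± 0.12) and 2.33-fold (log2 1.22 ± 0.12). With F alone the values were 1.33-fold (adjusted p = 0.138) for CNFN, 1.77-fold (adjusted p = 0.0176) for LCE3D, 1.41-fold (adjusted p = 0.00863) for SBSN, 1.55-fold (adjusted p = 1.26e-05) for SLPI and 1.48-fold (adjusted p = 0.00273) for F3, each under 2-fold. That F missed the threshold does not show that it had no effect, and F and E were not set against each other. E + F exceeded F by 4.76-fold (adjusted p = 1.33e-08) for CNFN, 3.71-fold (adjusted p = 5.63e-06) for LCE3D, 3.46-fold (adjusted p = 2.68e-09) for SBSN and 2.10-fold (adjusted p = 2.03e-08) for SLPI, while the difference of 1.57-fold (adjusted p = 0.00115) for F3 was not called. The interaction was called for CNFN, at 1.14 (standard error 0.23, adjusted p = 0.0045) in log2. The calls with E lie near the threshold: with median scaling CNFN was at 0.78 in log2, LCE3D at 0.88, SBSN at 0.81, SLPI at 0.87 and F3 at 0.79, none of them called, and on the deposited values CNFN fell just short of 2-fold.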

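Estrogen alone raised 44 probes and lowered 44 at 12 h, and raised 47 and lowered 45 at 24 h. The count at 24 h rests on the control arrays of that time: 61 probes were called without replicate 1 and 166 without replicate 2. Of 42 cornified envelope genes, 8 rose at 12 h (8 adjusted over the list alone), and of 21 antimicrobial genes 5 rose and 1 fell. Camera gave adjusted p = 3.46e-09 for the antimicrobial list, and 8.41e-13 for the cornified envelope list, where the adjusted p = 0.0725 with an estimated correlation. CALB2, the gene of the calcium buffer calretinin, rose 3.31-fold (log2 1.73, standard error 0.10, adjusted p = 9.33e-09) at 12 h and 4.12-fold (log2 2.04, standard error 0.10, adjusted p = 4.03e-10) at 24 h. UPP1, the gene of uridine phosphorylase, rose 2.91-fold (log2 1.54 ± 0.26) and 3.20-fold (log2 1.68 ± 0.26). Among genes that fell, KRT15, a keratin of basal cells, changed by -1.63 (standard error 0.21, adjusted p = 6.94e-05) in log2 at 12 h and -1.32 (standard error 0.21, adjusted p = 0.000672) at 24 h. CD14, the co-receptor for bacterial lipopolysaccharide, changed by -1.50 ± 0.26 and -1.52 ± 0.26, and SLC47A2, a transporter gene, by -1.86 ± 0.24 and -1.64 ± 0.24. Of the 88 probes called at 12 h, 85 had the same sign at 24 h and 45 were called again; the 24 h arrays have their own controls. The counts for E are sensitive to scaling: median scaling gave 15 higher and 168 lower at 12 h, and 66 higher and 20 lower at 24 h. With the deposited values 16 probes were called at 12 h and 17 at 24 h. Among those named, CALB2 (log2 0.72 and 0.94 at 12 h and 24 h), UPP1 (0.63 and 0.75), SLC47A2 (-0.98 and -0.65) and KRT15 at 24 h (-0.86) were not called there.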

Data mining also identified 54 gene probes that were differentially expressed in response to E/F12, but neither E nor F12 treatments (Fig. 1B). 

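With E + F at 12 h, 127 probes of 107 genes were called where neither E nor F alone was, 118 upward and 9 downward. The cornified envelope list had 11 of its 42 genes in this set, among them SPRR2B at 7.63-fold (log2 2.93 ± 0.21) and SPRR1B at 2.43-fold (log2 1.28 ± 0.11). FABP4, a fatty acid carrier gene, rose 4.58-fold (log2 2.20, standard error 0.19, adjusted p = 5.99e-08), and ALOX12B, the lipoxygenase gene of the epidermal lipid barrier, 4.75-fold (log2 2.25, standard error 0.15, adjusted p = 1.22e-09). PRDM1, a transcriptional repressor gene, rose 2.86-fold (log2 1.52 ± 0.15) and KRT10, a suprabasal keratin gene, 2.26-fold (log2 1.17 ± 0.10). Being called with E + F and not with the single treatments is not a test of the difference. In direct comparisons 63 of the 127 probes were higher with E + F than with either E or F, and the interaction was called upward for 61. In the authors' normalized values FABP4 rose 2.58-fold, ALOX12B 2.64-fold and SPRR2B 2.57-fold, and PRDM1, at 0.93 in log2, was not called.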

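At 12 h, E + F raised genes of host defence and keratinisation above flagellin alone. KRT1, a keratin of suprabasal cells, rose 12.0-fold (log2 3.58, standard error 0.17, adjusted p = 3.55e-12) with E + F, against 2.22-fold with E and a log2 change of -0.15 ± 0.17 with F. S100A7, the gene of the antimicrobial psoriasin, rose 5.94-fold (log2 2.57, standard error 0.13, adjusted p = 8.84e-12), and WFDC5, which encodes a secreted protease inhibitor of the whey acidic protein family, 4.95-fold (log2 2.31, standard error 0.19, adjusted p = 1.57e-08). SPRR2G rose 13.4-fold (log2 3.74, standard error 0.25, adjusted p = 6.61e-10), and SPRR2C, not detected in control, at least 16.3-fold. KRT6C, a keratin gene of stressed epithelium, rose 3.05-fold (log2 1.61 ± 0.09). CXCL14, a chemokine gene of resting epithelium, rose 2.97-fold (log2 1.57, standard error 0.31, adjusted p = 0.00205) with E + F, but changed by -1.27 (standard error 0.31, adjusted p = 0.0193) in log2 with E and -0.56 ± 0.31 with F. Against F the differences were 13.3-fold (adjusted p = 5.71e-11) for KRT1, 6.31-fold (adjusted p = 2.27e-07) for SPRR2C, 5.01-fold (adjusted p = 2.53e-06) for SPRR2G, 4.38-fold (adjusted p = 0.00013) for CXCL14, 3.69-fold (adjusted p = 6.49e-09) for S100A7, 3.41-fold (adjusted p = 2.12e-06) for WFDC5 and 2.30-fold (adjusted p = 2.75e-08) for KRT6C. The interaction was called upward for KRT1 (2.58 ± 0.24), SPRR2G (1.70 ± 0.35) and CXCL14 (3.40 ± 0.44), but not for S100A7 (0.85 ± 0.18) or KRT6C (0.29 ± 0.13). S100A7 and KRT1 were also called with E, and SPRR2C and SPRR2G with F. Taken from the deposited values, SPRR2C rose 5.37-fold, SPRR2G 6.77-fold and WFDC5 3.05-fold with E + F, and the S100A7 and KRT1 values with E were 1.80-fold and 1.80-fold, under the threshold. Against F, KRT1 was 8.84-fold and SPRR2C 3.47-fold higher there, and the interaction of CXCL14 was 2.46. The fall of CXCL14 with E was not called on those values (-0.80 in log2), without the control array of replicate 1 (-0.88) or without the E array of replicate 1 (-1.09, adjusted p = 0.086). Median scaling left KRT1 with E at 0.81, not called, and called the interaction of S100A7 at 1.50.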

All 54 probes showed significant upregulation and reflected molecules involved in host defence including, *S100A7* (5.07 fold); *WFDC5* (3.17); inflammation, *CXCL14* (2.45) as well as cell differentiation and keratinisation *SPRR2C* (5.77), *SPRR2G* (7.27), *KRT1* (8.82 fold), *KRT6C* (2.95).

When the F challenges were repeated for 24 h rather than 12 h comparable changes in differential gene expression were observed (Figure S1A & B) although variations were detected. For example increased expression of *RNASE7* (1.9 v 5.4 fold), *SPRR2C* (5.77 v 19.5), and *SPRR2G* (7.27 v 22.6) were detected at 24 h following the E + F treatments (Fig. 1C; Table 1).

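At 24 h the cornified envelope response to E + F was wider and the interferon response to F was lower than at 12 h. Of 42 cornified envelope genes, 33 rose with E + F at 24 h (camera, adjusted p = 1.57e-68), and the change was larger at 24 h than at 12 h for 16 of them (adjusted p = 3.04e-19 for the list, and adjusted p = 0.0909 with an estimated correlation); 9 of the 16 were not detected in 1 or more of the groups compared, which leaves the size of their difference open. KPRP, a keratinocyte proline-rich protein gene, rose at least 15.6-fold at 24 h. CDSN, the gene of the adhesion protein corneodesmosin, had a change larger by 1.98 (standard error 0.31, adjusted p = 0.00185) in log2 at 24 h, and ASPRV1, a protease gene of the cornified layer, by 2.50 ± 0.45. With F alone, 30 of 53 interferon-stimulated genes had a smaller change at 24 h (camera, adjusted p = 1.75e-55); CXCL10 differed by -1.95 (standard error 0.22, adjusted p = 1.56e-05) and IFIT1 by -1.62 ± 0.15. Across the 24693 probes, which are not independent replicates, log2 changes at 12 h and 24 h correlated at a Pearson r of 0.43 for E, 0.55 for F and 0.63 for E + F (Spearman 0.35, 0.28 and 0.33); the times share no arrays. Of the probes called at 12 h, 344 of 360 for F and 351 of 354 for E + F had the same sign at 24 h, and 159 and 254 were called again. Independent lists would give 2.65 and 5.42 shared calls. The test of the time difference called 160 probes for F, 23 higher and 137 lower at 24 h, and 95 for E + F, 50 higher and 45 lower; of the 137 and the 50, 31 and 23 were not detected in 1 or more of the groups compared. With median scaling the split for F was 91 higher and 85 lower. On the deposited values KPRP rose by 2.38 in log2, and the time differences of CDSN and ASPRV1 were 1.39 and 1.71.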

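RNASE7, the gene of an antimicrobial ribonuclease of skin, rose 2.97-fold (log2 1.57, standard error 0.23, adjusted p = 7.03e-05) with E + F at 12 h and 8.27-fold (log2 3.05, standard error 0.23, adjusted p = 5.24e-09) at 24 h. SPRR2C rose 54.9-fold (log2 5.78, standard error 0.24, adjusted p = 5.48e-13) and SPRR2G 29.5-fold (log2 4.88, standard error 0.25, adjusted p = 1.42e-11) at 24 h. The change with E + F was larger at 24 h for RNASE7, by 1.48 (standard error 0.32, adjusted p = 0.0309) in log2, whereas the time difference of SPRR2G, at 1.14 (standard error 0.35, adjusted p = 0.161), did not pass the test; SPRR2C, not detected in control at 12 h, has no exact one. The difference of RNASE7 did not pass when any 1 of 8 arrays was left out: at 12 h each of the 3 controls and E + F replicates 2 and 3, and at 24 h control replicates 1 and 3 and E + F replicate 2 (log2 1.35 to 1.50, adjusted p from 0.0656 to 0.0945). S100A7 reached 12.5-fold (log2 3.64 ± 0.13) at 24 h, with a time difference of 1.07 (standard error 0.18, adjusted p = 0.00473), or 0.99 and not called without the 12 h control array of replicate 2, and S100A12 at least 14.9-fold. DEFB4A rose at least 25.3-fold at 24 h. Against F at 24 h, E + F was higher by 2.85-fold (adjusted p = 0.000192) for RNASE7, 8.49-fold (adjusted p = 2.67e-08) for SPRR2C and 7.08-fold (adjusted p = 1.7e-07) for SPRR2G. From the deposited values, the 24 h folds with E + F were 5.14 for RNASE7, 17.6 for SPRR2C, 20.4 for SPRR2G, 4.90 for S100A12 and 7.74 for DEFB4A, and RNASE7 at 12 h, 1.93-fold, was not called.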

UPEC are characterised by flagella and the host Toll-like Receptor 5 (TLR5) pathway is key in detecting potential uropathogens and activating the urogenital innate defences^17,23^. Microarray data focussed on the TLR5 signalling pathway suggested E, F12, E + F12 treatments did not affect expression of genes encoding proteins involved in TLR5 signalling except for the *IRAK2* gene which was upregulated (>2 fold) in response to the E + F treatment (Fig. 1D).

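IRAK2, the gene of a kinase below MyD88 in the TLR5 pathway, rose 2.04-fold (log2 1.03, standard error 0.13, adjusted p = 8.1e-06) with E + F at 12 h. With F alone it was 1.80-fold (log2 0.85, standard error 0.13, adjusted p = 9.92e-05), under the 2-fold threshold, and E + F against F differed by 1.13-fold (adjusted p = 0.529), so the treatments were not told apart. MYD88, the adaptor gene of the receptor, rose 2.94-fold (log2 1.56, standard error 0.15, adjusted p = 1.45e-07) with F and 2.27-fold (log2 1.18, standard error 0.15, adjusted p = 8.46e-06) with E + F. NFKB2, which encodes an NF-kB subunit, rose 3.24-fold (log2 1.70, standard error 0.13, adjusted p = 9.67e-09) with F, and NFKB1 was at 1.98-fold (log2 0.98, standard error 0.08, adjusted p = 2.49e-08), just under the threshold. For both, E + F stood below F, by log2 changes of -0.78 ± 0.13 and -0.67 ± 0.08, neither of them a 2-fold change. Of the 13 genes of Fig. 1D, 2 were called with F, 2 with E + F and none with E. Adjusted over the list alone the counts were 2 and 2; the study chose this list, which is not independent evidence. Camera gave adjusted p = 0.000518 with F, 0.000974 with E + F and 0.858 with E. On the deposited values none of these folds reached 2: IRAK2 was 1.58-fold with E + F, MYD88 1.88-fold with F and 1.58-fold with E + F, and NFKB2 1.98-fold with F. IRAK2 with E + F was also short of 2-fold without the control array (log2 0.95) or the E + F array (0.94) of replicate 2, and NFKB1 with F was called without control replicate 2 (1.01) or F replicate 3 (1.04).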

### Topical vaginal estrogen treatment of post-menopausal women - *in vivo* data

To verify the physiological significance of these *in vitro* data vaginal douche or biopsy samples from control and post-menopausal women using topical vaginal estrogen were analysed. Results (Fig. 2A–D) indicated that topical estrogen treatment increased the vaginal concentrations of host defence agents including LCN2 and SLPI, which supported the microarray data, but significant increases in the concentrations of the defensins hBD2 and hBD3 (P < 0.05), were also observed. These latter observations were arguably more analogous to the E + F *in vitro* treatments potentially reflecting the vaginal responses to the natural urogenital microbiota. Analyses of vaginal biopsies also supported increased *S100A7* gene expression indicative of enhanced barrier integrity (P < 0.05) (Fig. 2E) but surprisingly *SPRR2A and SPRR2E* expression, indicative of keratinocyte cell differentiation, were comparable between the two cohorts (Fig. 2F,G). Analysis of patient vaginal biopsies for *TLR5* gene expression revealed no significant differences between the control and estrogen treated cohorts (Fig. 2H).

**Figure 2:**
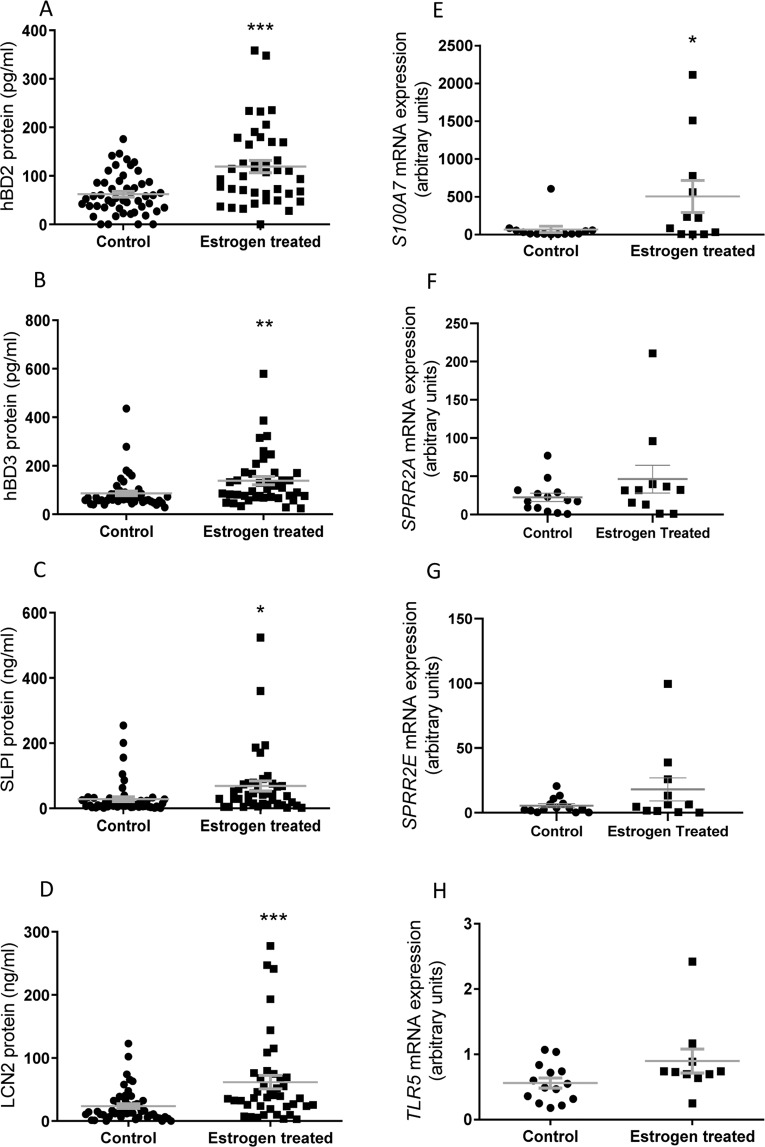
Peptide concentrations of host defence agents measured in vaginal douche samples from control and estrogen treated patients (**A**) hBD2; (**B**) hBD3; (**C**) SLPI (**D**) LCN2 [n = 91, C = 50;E = 41]. Gene expression relating to (**E**) *S100A7* (**F**) *SPRR2A* (**G**) *SPRR2E* (**H**) *TLR5*. mRNA expression presented as relative expression in vaginal biopsies from control and estrogen treated patients [n = 25, C = 14; E = 11]. * P < 0.05; **P < 0.01; *** P < 0.001.

### VK2 E6/E7 estrogen receptors and innate effector gene regulation

Estrogen functions through either a classical pathway whereby estrogen receptors interact with estrogen responsive elements (ERE) in the target gene promoter or through a non-classical mechanism involving the membrane estrogen receptor GPER^24^. VK2 E6/E7 cells express genes encoding the classical intracellular ESR1 (ER-α) and ESR2 (ER-β) steroid receptors and the G protein-coupled estrogen receptor (GPER) (confirmed by end-point PCR and sequencing). Incubating estrogen treated VK2 E6/E7 cells with fulvestrant (1 µM) to inhibit ESR1/2 functioning and challenging with F (50 ng/ml) inhibited the augmenting effects of estrogen on effector gene expression, although interestingly gene expression in response to UPEC flagellin was also markedly reduced (Fig. 3A–C).

**Figure 3:**
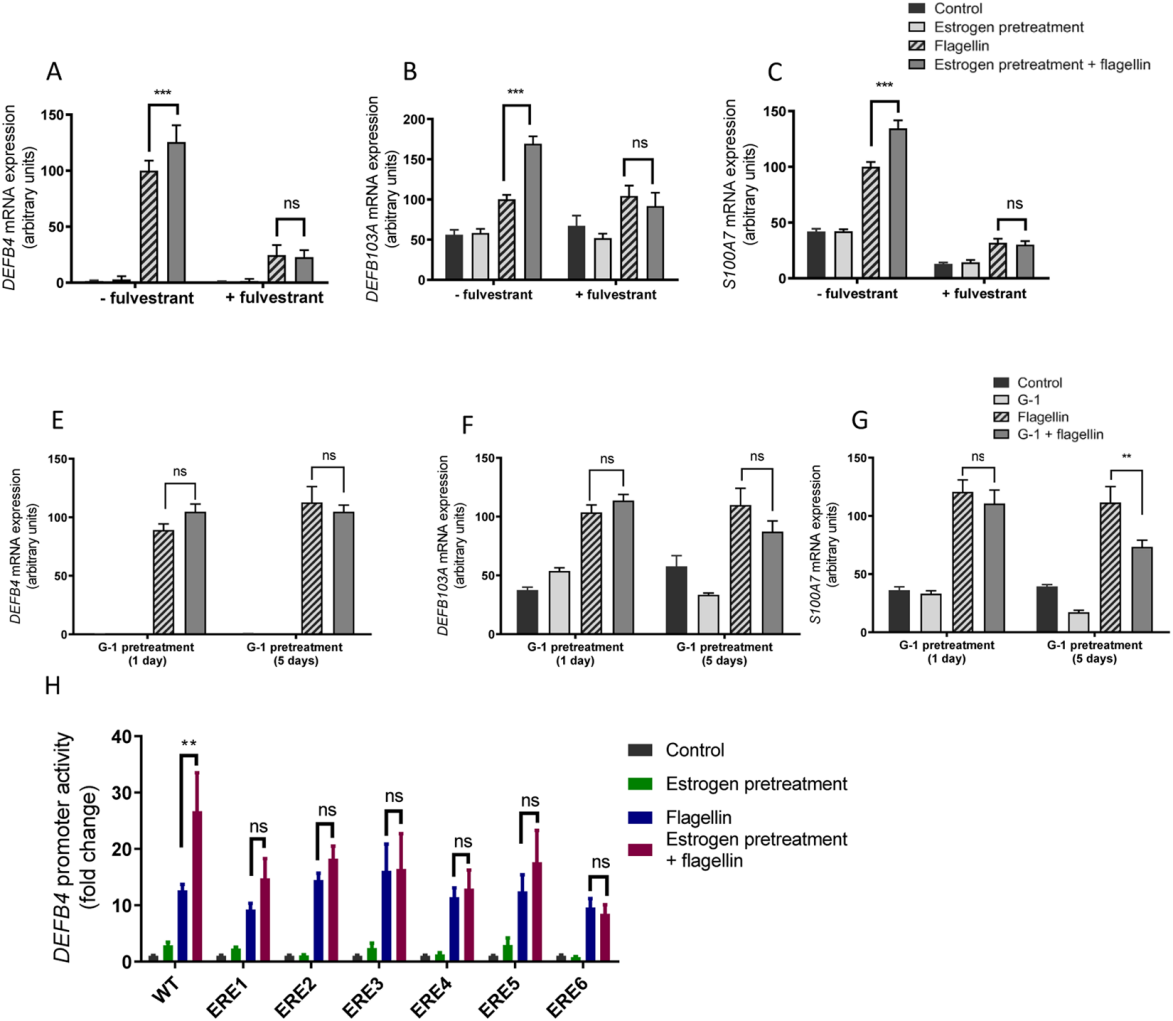
Effects of fulvestrant treatment on *DEFβ4* (**A**) *DEFB103A* (**B**) and *S100A7* (**C**) expression in VK2 E6/E7cells pretreated with estrogen, challenged with F or E + F [N = 3; n = 9]. Effects of G1 treatment on *DEFβ4* (**D**) *DEFB103A* (**E**) and *S100A7* (**F**) expression in VK2 E6/E7 cells pretreated with estrogen, challenged with F or E + F [N = 2; n = 6]. (**H**) Effects of mutating EREs in the *DEFβ4* promoter measured by luciferase activity and data normalised to a cyclodextrin-treated control [N = 4; n = 8]. Data presented as mean ± SEM. ns – not significant, **P < 0.01; *** P < 0.001.

Fulvestrant functions as an antagonist of ESR1/2 activity, but is also an agonist of GPER. Incubating estrogen treated cells with 100nM G-1, a selective GPER receptor agonist with no activity against ESR1/2 receptors and challenging with F did not impact effector gene expression (Fig. 3E–G).

The host defence peptide HBD2 encoded by the *DEFβ4* gene plays a significant role in the urothelial innate defences^17^. Putative ERE response elements were identified in the 5’ regulatory region of the gene (Fig. 2S) so this gene was targeted for further investigation of the transcriptional mechanism. Challenging VK2 E6/E7 cells, transfected with 2Kbp of 5’ *DEFβ4* gene regulatory sequence fused to a luciferase reporter, with flagellin resulted in a 12-fold increase in luciferase activity that increased to 27-fold following estrogen pre-treatment of the cells. Mutation of these putative ERE sites (Fig. 2S) inhibited any potentiation of reporter activity (Fig. 3H), but statistical analyses of the WT (E + F) versus ERE1-6 mutation data did not support any redundancy, ERE 4 (P = 0.07) and ERE 6 (P = 0.055).

### Estrogen and transcriptional regulation of the innate IL-17 defences

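The 6 genes that Table S3 lists under the IL-17A pathway, S100A7, S100A8, S100A9, CXCL8, CCL20 and DEFB4A, all rose with E + F at 12 h (6 adjusted over the list alone; camera, adjusted p = 4.88e-26). With F alone 5 of the 6 rose, and with E alone 3. E + F was higher than F for 3 of them, S100A7, S100A9 and DEFB4A, while CXCL8, at 1.14-fold (adjusted p = 0.678), and CCL20, at a log2 difference of -0.10 ± 0.17 (adjusted p = 0.844), did not pass the test. The study drew this list from the same arrays, so it is not independent evidence. Another list, of 19 measured genes that keratinocytes switch on with IL-17A, does not come from the study, though it holds these 6 as well. Of its members 15 rose with E + F, 12 with F and 5 with E, and 6 were higher with E + F than with F (6 adjusted over the list alone). Camera gave adjusted p = 2.99e-47 with E + F, 1.92e-27 with F and 1.21e-14 for E + F against F. The 6 higher than with F were S100A7, S100A9, S100A12, S100A7A, DEFB4A and KRT16. All but KRT16 are on the antimicrobial list too, so the test against F is not separate from that of the antimicrobial list. IL-17A itself was not a treatment of these arrays, and the response genes are also targets of NF-kB.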

Ingenuity pathway analyses of the microarray data highlighted ‘The role of IL-17A in Psoriasis’ as the canonical pathway most activated following treatment of VK2E6/E7 cells with E + F (Table S3). This pathway describes IL-17A binding to the IL-17 receptor complex (ILRA/RC) and transcription of genes including *DEFβ4* and *S100A7*. Interestingly the vaginal biopsies of the estrogen treated post-menopausal subjects were characterised by increased (P < 0.05) IL-17A, but not IL-17B expression (Fig. 4A,B). Residing within skin and mucosal epithelia are populations of innate T cells that produce IL-17 during periods of infection^25^. Expression (p = 0.06) of the transcription factor *RORγt* gene (Fig. 4C), in the estrogen treated vaginal biopsies did not, however, support increased numbers of vaginal IL-17 producing T cells.

**Figure 4:**
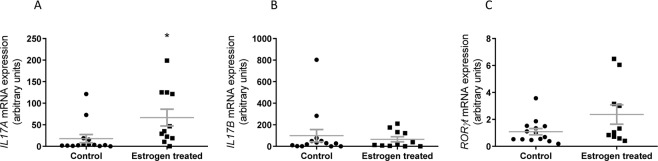
*IL-17A* (**A)** *IL-17B* (**B)** *RORγt* (**C)**, mRNA expression presented as relative expression in vaginal biopsies from control and estrogen treated patients [n = 25, C = 14; E = 11]. Data presented as mean ± SEM. *P < 0.05.

VK2 E6/E7 vaginal cells express the genes encoding IL-17 receptors, confirmed by PCR and DNA sequencing, and responded directly to recombinant IL-17A (0.1 to 100 ng/ml) through increased (P < 0.05) expression of genes encoding host antimicrobials (Fig. 5A–C). Estrogen pre-treatment of VK2 E6/E7 cells did not enhance these IL-17A effects, but synergistic effects were suggested when mimicking infection through the use of flagellin (Fig. 5D–F).

**Figure 5:**
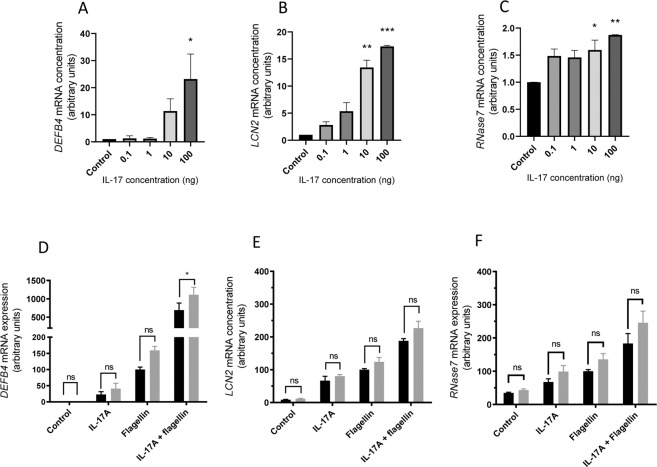
Effects of IL-17A peptide challenges on DEFβ4 (**A**), LCN2 (**B**) and RNase7 (**C**) gene expression in VK2 E6/E7 cells. Effects of IL-17A peptide 100 ng/ml on DEFβ4 (**D**) LCN2 (**E**) and RNAse7 (**F**) expression in VK2 E6/E7 pretreated with cyclodextrin ■ or estrogen  and challenged with F/IL-17A [N = 2; n = 6]. Data presented as mean ± SEM. ns – not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

## Discussion

The female climacteric is characterised by decreased circulating concentrations of estrogen, which in some women, coincide with an increased susceptibility to rUTIs peri and post menopausally. Topical vaginal estrogen helps reduce UTI incidence^1,18^ with the protective mechanisms being multifaceted and involving alterations in vaginal pH and microbiota composition^15,26^, the strengthening of the bladder epithelial barrier and the enhanced antimicrobial capacity of the urothelium^16,17^. Our clinical and *in vitro* data also supported topical estrogen as functioning to protect the vaginal epithelium through increased production of innate effector molecules and barrier strengthening, but furthermore suggested that estrogen helps boost these vaginal defences through augmentation of the TLR5 response to flagellin. Arguably this enhanced innate response reduces microbial colonisation of the vaginal regions and helps protect against flagellated microbes such as UPEC causing UTIs.

UTIs are associated with bacterial motility and flagellated uropathogens such as UPEC ascending into the bladder and causing UTIs^27^. Host urothelial cells are characterised by TLR5 receptors that detect UPEC flagella and their activation orchestrates the synthesis, and release of host innate effectors including cytokines and antimicrobials, which kill potential uropathogens^17,28^. Vaginal cells, characterised by both ESR and GPER proteins also exhibit TLR5 receptors^29,30^ suggesting that the estrogen associated boost in the vaginal TLR5/F effector responses results from either direct or indirect physical interactions between the different receptor types. Inhibitor studies supported the involvement of ESR1/2, but not the membrane located GPER, and suggested a direct molecular mechanism of gene regulation. This was confirmed by mutagenesis of putative ERE sites in the *DEFβ4* promoter region. These data also supported ESR1/2 binding and NFκB signalling, the cellular response to flagellin challenge^17^, functioning synergistically to boost the vaginal innate defences. A comparable synergistic response, again involving *DEFβ4* expression, but linked to lipopolysaccharide challenge has also been reported in primary vaginal cells pre-treated with estrogen^31^.

Promoters of other genes known to encode agents involved in the urogenital innate defences and including *LCN2, RNASE7* and *S100A7* are also characterised by putative EREs (Fig. 2S). Assuming similar regulatory mechanisms operate this illustrates, potentially, how reduced circulating estrogen concentrations associated with the climacteric associate with diminished epithelial defences, which expose the vaginal tissues to bacterial colonisation and/or repeated infections. ESR knockout mouse studies, which reported the reduced production of secretory proteins, including the host defence agent lactoferrin in the uterine epithelial tissues^32^, suggest ESR1 (ERα) activity to be key in the response. However, there is uncertainty as others have reported ESR2 (ERβ) as being more important in regulating the bladder antimicrobial response^16^.

It has been reported that estrogen treatment of vaginal epithelial cells (48 h) associates with decreased secretion of the host defence molecules, hBD2 and elafin^33^. These observations are difficult to explain physiologically as decreased vaginal hBD2 concentrations are characteristic of post-menopausal women^17^. Moreover impaired elafin expression is related to stress urinary incontinence and pelvic organ prolapse, conditions again more reflective of women with low circulating estrogen concentrations^34^. One explanation for these anomalies relates to the cell models used, that is, freshly isolated vaginal cell preparations compared to vaginal biopsies or robust cell monolayers.

TLR5 is a key host factor in detecting potential UPEC infections^17,28^. Reports using human bladder T24 cells suggest that estrogen treatment is linked to TLR5 suppression with prolonged flagellin exposure further reducing TLR5 protein concentrations as measured by ELISA^35^. In contrast, our VK2 E6/E7 microarray data analysed in response to estrogen and E + F treatments did not suggest changes in TLR5 expression. 

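TLR5, the flagellin receptor gene, was detected on all 24 arrays, with a mean log2 signal of 6.65 in control at 12 h and 6.37 at 24 h. At 12 h its log2 change was -0.59 (standard error 0.15, adjusted p = 0.0204) with E and 0.14 (standard error 0.15, adjusted p = 0.721) with E + F, neither of them called. At 24 h the values were -0.14 (standard error 0.15, adjusted p = 0.642) with E and 0.13 (standard error 0.15, adjusted p = 0.641) with E + F. Flagellin alone gave -0.11 ± 0.15 at 12 h and -0.56 ± 0.15 at 24 h (adjusted p = 0.0254). Set against F, E + F was at 0.25 ± 0.15 at 12 h and 0.68 (standard error 0.15, adjusted p = 0.00537) at 24 h, below 2-fold. On the deposited values the change of TLR5 with E at 12 h was 0.833-fold.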

Although paradoxical these two sets of data are consistent with receptor activation and dimerization, and the potential loss of antigenic binding sites available to TLR5 antibodies, which could be interpreted as reduced receptor protein. The vaginal biopsy data also revealed no changes in TLR5 gene expression in women using topical estrogen although expression has been previously shown to be significantly increased in post-menopausal women experiencing active UTIs^17^. These latter observations suggest factors other than estrogen and flagellin are involved in regulating TLR5 expression *in vivo*.

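Several late cornification genes rose with estrogen alone at 24 h. At 24 h with E alone, SPRR2A rose 3.52-fold (log2 1.82, standard error 0.16, adjusted p = 1.69e-06), SPRR2F 2.82-fold (log2 1.50 ± 0.16) and LCE3D 2.36-fold (log2 1.24, standard error 0.21, adjusted p = 0.00145). CNFN, called at 12 h, was 1.58-fold (log2 0.66, standard error 0.16, adjusted p = 0.0185) at 24 h, under 2-fold. Of the other late cornified envelope genes, LCE3E rose 2.40-fold (log2 1.26 ± 0.20) at 24 h. Cornified envelope genes gave 9 of 42 that rose with E at 24 h (camera, adjusted p = 1.02e-15; adjusted p = 0.0681 with an estimated correlation). The changes of SPRR2A, SPRR2F, LCE3D, CNFN and LCE3E with E were not called different between 12 h and 24 h. On the deposited values SPRR2A rose 2.96-fold, SPRR2F 2.58-fold and LCE3D 2.22-fold at 24 h, and LCE3E, at 0.79 in log2, was not called.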

Similar to published data^18,19^ the microarray analyses suggested that expression of a number of genes encoding proteins involved in vaginal barrier integrity and thickening eg *SPRR2A, SPRR2F*, *LCE3D* and *CNFN* were significantly enhanced in response to estrogen treatment. Importantly our data also showed that expression of gene subsets, including those encoding proteins involved in keratinisation such as the small proline rich proteins (Table 1), were further enhanced in response to flagellin, used experimentally to mimic an UPEC infection. These observations supported synergistic mechanisms functioning to help protect the integrity and barrier structure of the vaginal epithelium. It is of interest that peptide fragments called keratin-derived antimicrobial peptides (KDAMPs), have also been reported to act as antimicrobial agents in epithelial cells^36^. 

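In estrogen-pretreated cells, flagellin raised 369 probes and lowered 9 at 12 h, and raised 351 and lowered 13 at 24 h. The deposited values gave 182 higher and 1 lower at 12 h, and 173 and 0 at 24 h. Median scaling gave 872 higher and 0 lower at 12 h. From the cornified envelope list, 13 of 42 genes were higher with E + F than with E at 12 h and 30 at 24 h (camera, adjusted p = 1.18e-18 and 3.7e-46). SPRR2A was higher by 5.58-fold (log2 2.48, standard error 0.16, adjusted p = 4.62e-10) and SPRR2F by 4.63-fold (log2 2.21, standard error 0.16, adjusted p = 2.63e-09) at 24 h. LCN2, at 3.90-fold (log2 1.96 ± 0.19), and KRT1, at 3.91-fold (log2 1.97 ± 0.17), were also higher at 24 h, while S100A8, at 1.40-fold (log2 0.48 ± 0.10), stayed under 2-fold. The interaction at 24 h was called upward for 240 probes and downward for 57, and without background correction for 80 and 1; for the cornified envelope list 22 members were called upward, 7 of them not detected in 1 or more of the groups (camera, adjusted p = 1.21e-26, and adjusted p = 0.0114 with an estimated correlation). SPRR2A and SPRR2F had interactions of 0.45 ± 0.22 (adjusted p = 0.252) and 0.68 ± 0.22 (adjusted p = 0.0723) at 24 h. SPRR2 probes may share signal between these near-identical genes.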

Vaginal estrogen treatments may therefore not only enhance resistance to infection through direct modifications of the epithelial barrier, but also through increased KDAMP production, hence augmenting the more traditional epithelial host innate defences.

Ingenuity pathway analyses of the microarray data highlighted a potential role for IL-17 in protecting the vaginal epithelium from microbial infections. This pro-inflammatory cytokine is linked to populations of innate-like lymphocytes including γδ T cells located within epithelial barriers^37^ and functions through direct induction of epithelial host defence agents and increased neutrophil recruitment^25,38^. While studies in mice have shown that vaginal fungal challenges are associated with increases in vaginal IL-17 concentrations that signal through epithelial IL-17R to induce host defence peptides^39^ less is known of the roles, if any, of vaginal IL-17 in protecting against bacterial mediated UTIs. However, the fact that vaginal biopsies from post-menopausal women treated with topical estrogen hinted of increased T cell numbers, potentially γδ T cells, and IL-17A but not IL-17B gene expression, indicates a significant vaginal innate defence mechanism whose role(s) need further exploration in relation to UTI pathologies. Moreover the observation that the VK2 E6/E7 antimicrobial responses modelled *in vitro* using combinations of IL-17 and UPEC flagellin, could be enhanced in the presence of estrogen, again demonstrated the promiscuity of the steroid hormone in boosting the vaginal innate defences.

For flagellated uropathogens such as UPEC transiting from the gut to the bladder, the vaginal epithelium provides a potential colonisation site. These data show how estrogen plays key roles in directly enhancing a plethora of vaginal innate defence mechanisms that encompass epithelial integrity and antimicrobial potency and function collectively, to reduce or prevent microbial colonisation. These observations also help explain why post-menopausal women characterised by reduced estrogen concentrations are at increased risk of rUTIs associated with flagellated UPEC.

## Supplementary information

Supplementary Information.

# Supplementary material for: Topical Estrogen Treatment Augments the Vaginal Response to Escherichia coli Flagellin
**Source:** Sci Rep. 2020 May 21;10:8473. doi: 10.1038/s41598-020-64291-y
**Supplement:** Supplementary file 1 — Supplementary Information.

Topical Estrogen Treatment Augments the Vaginal Response to *Escherichia coli* Flagellin

Authors:

Anna Stanton, Catherine Mowbray, Marcelo Lanz, Karen Brown, Paul Hilton, Alison Tyson-Capper, Robert S Pickard, Ased SM Ali, Judith Hall

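At 24 h, 516 probes were called with E, F or E + F, and genes of cornification and antimicrobial defence were among those common to the 3 treatments. Of the 16 probes called with all 3, 11 were higher with E + F than with F, among them LCN2 at 2.06-fold (log2 1.04, standard error 0.19, adjusted p = 0.00177), SPRR2A at 4.81-fold (log2 2.27 ± 0.16), S100A7 at 4.35-fold (log2 2.12 ± 0.13) and S100A12 at 5.12-fold (log2 2.36 ± 0.19). F and E + F but not E called 145 probes, 142 of them upward, E and E + F but not F 23, and E + F but neither E nor F 234. IL36G was among the 145, and E + F exceeded F there by 3.19-fold (log2 1.67, standard error 0.14, adjusted p = 9.42e-08). Both folds of IL36G against control at 24 h are higher here than in the paper, so this difference may be smaller without background correction. Of the 234 probes, 213 rose and 21 fell, and 102 were higher with E + F than with either single treatment in direct comparisons. F and E + F raised 157 probes in common, where independent lists would share 3.00. Simulated unchanged groups had a mean of 0.0033 probes called per comparison, so they cannot show how many shared calls the controls add. The covariance of the log2 changes was 0.0707 against 0.0139 in those groups, and part of the excess may come from the shared control arrays. Without the control array of replicate 2, the set called with E and E + F but not F held 44 probes. The difference of LCN2 between E + F and F was not called on the deposited values, at 1.98-fold, without the F array of replicate 1 (log2 0.94) or the E + F array of replicate 2 (0.98); that of S100A12 was 3.05-fold on the deposited values.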

Figure S1: Venn Diagram illustrating differentially regulated genes following pre-treatment of VK2 E6/E7 cells with Estrogen (E) (Green), Flagellin (F) (24h) (Blue) and E+F (Pink).

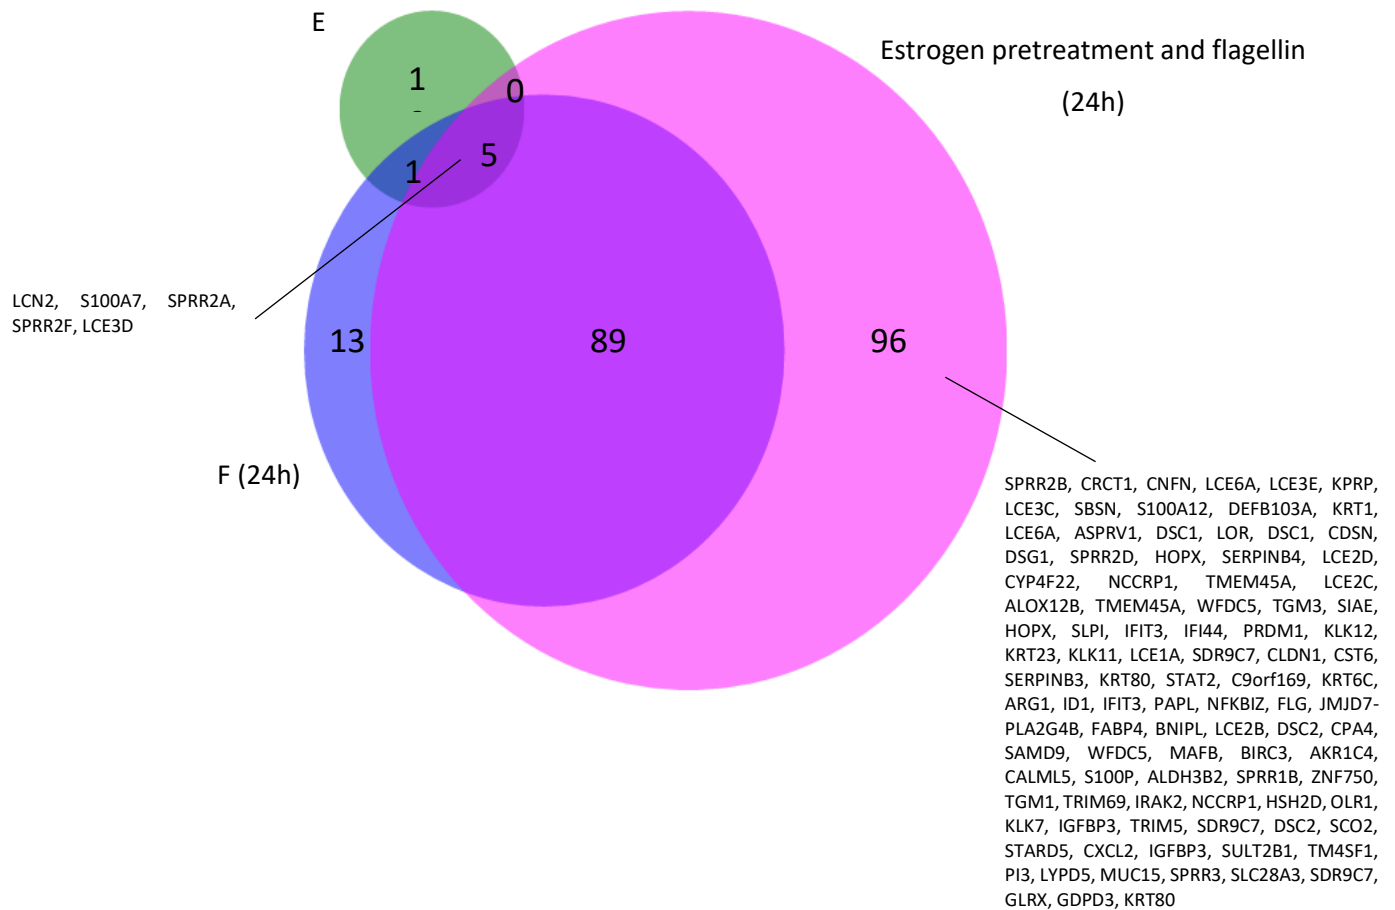

Figure S1: Heatmap showing differential gene expression patterns following 24 h treatments of VK2 E6/E7 cells with vehicle (ctrl_24) (n=3) and estrogen + flagellin (EF_24) (n=3). Rows represent individual genes and their fold expression measurements while columns show different experimental conditions; genes are clustered according to patterns of expression and functionality

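Against control at 24 h, E + F raised 388 probes and lowered 30. On the deposited values 190 were higher and 1 was lower. LCE6A, a late cornified envelope gene, rose at least 18.2-fold, KRT23, an epithelial keratin gene, 7.49-fold (log2 2.91, standard error 0.17, adjusted p = 1.05e-10), and RORA, a nuclear receptor gene, at least 3.58-fold. IL6, the gene of interleukin 6, rose 3.79-fold (log2 1.92, standard error 0.20, adjusted p = 9.78e-07). AKR1C2, a steroid-metabolising reductase gene, lay below F by a log2 change of -1.49 (standard error 0.17, adjusted p = 8.37e-06), although it stood higher than control with F at 12 h. The interferon-stimulated genes still gave 41 of 53 higher (camera, adjusted p = 9.87e-82), and of 21 antimicrobial genes 14 were higher (camera, adjusted p = 1.47e-24). Set against F alone at 24 h, 206 probes were higher and 15 lower with E + F, and of 42 cornified envelope genes 33 were higher. In the deposited values LCE6A rose by 2.57 and KRT23 by 1.37 in log2, while RORA, at 0.85, and IL6, at 0.77, were not called.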

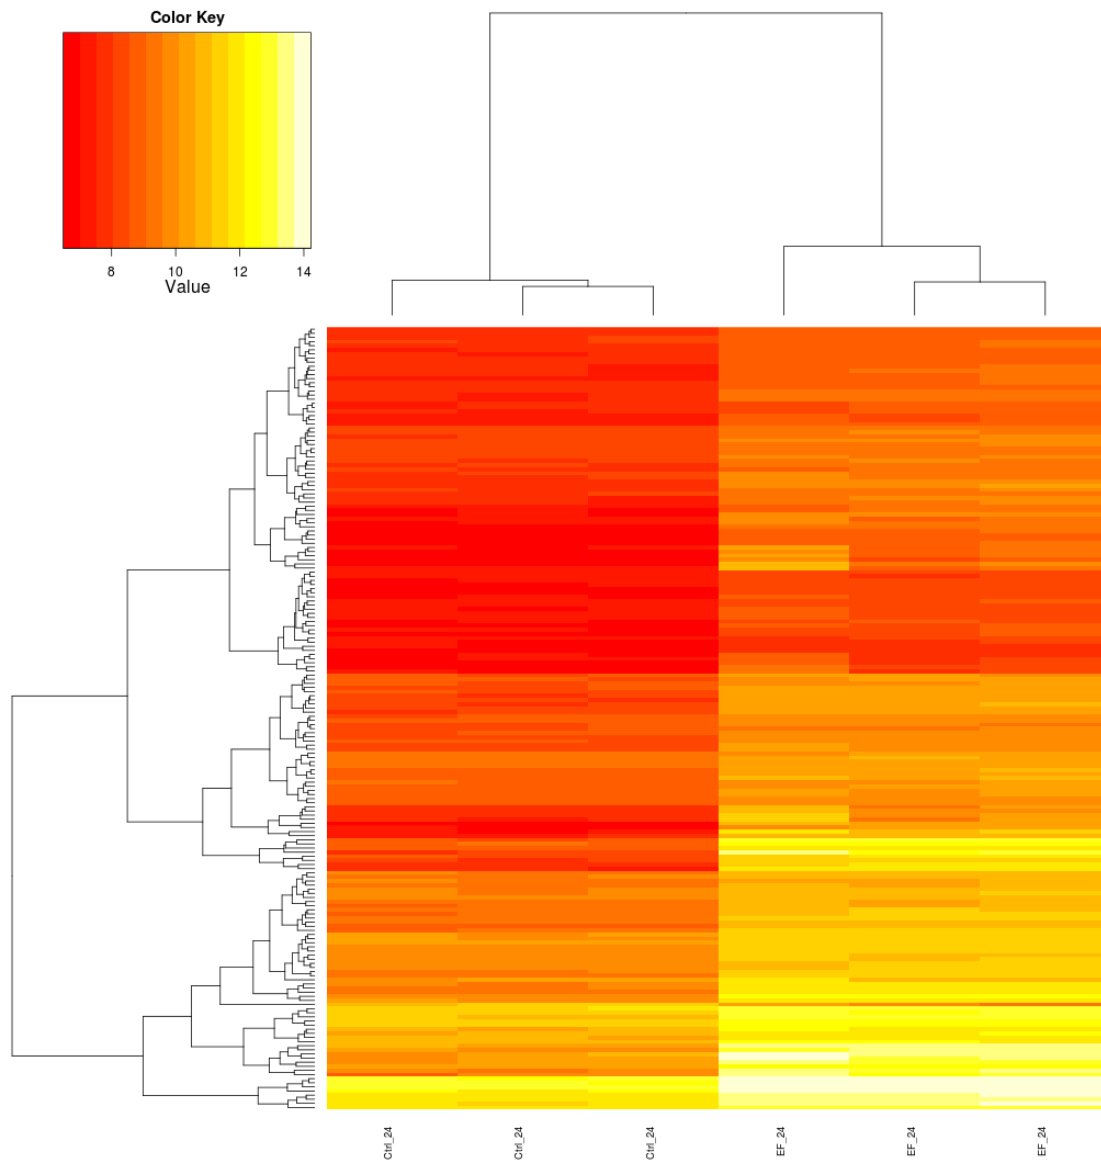

[illegible]

	Control	Estrogen Treated
Number	53	41
Median Age<br>(Range)	60y<br>(47-78y)	57y<br>(46-81y)
Taking vitamins	24	18
Previous HRT/estrogen<br>treatments*	34	10
Previous STI	0	0
Previous urological or<br>gynaecological surgery	34	18
Median no of pregnancies<br>(Range)	2<br>(0-6)	2<br>(0-4)

Table 1S: Patient Clinical History.

* None of the patients had been prescribed or used estrogen in the previous six months to the study.

Table 2S: qPCR and mutagenesis primers

Primer	Sequence	Annealing Temperature (°C)	Product Size (bp)
S100A7 F	ACACCAGACGTGATGACAAG	58	114
S100A7 R	CATCGGCGAGGTAATTTGTG		
SPRR2A F	ACACAGGGAGCTTCTTTCTCC	56	126
SPRR2A R	CCAGGACTTCCTTTGCTCAGT		
SPRR2E F	AAGGAAGTCCTCAGCAGTGT	56	142
SPRR2E R	AATTGCACAGGTGTTAGAAGCC		
TLR5 F	TGATGTTTCATGTTCTCTGACACT	57	91
TLR5 R	AGCATCCCTGGTTTGGTGAC		
DEFB4 F	CAGCCATCAGCCATGAGGGT	58	83
DEFB4 R	CCACCAAAAACACCTGGAAGAGG		
DEFB103AF	GTGAAGCCTAGCAGCTATGAG	60	89
DEFB103AR	TGATTCTCCATGACCTGGAA		
IL17A F	TGGAATCTCCACCGCAATGA	59	130
IL17A R	GCTGGATGGGGACAGAGTTC		
IL17B F	CTCAGCTACGACCCAGTGC	60	100
IL17B R	CGTGTCCACACGGTATCTCC		
RORyt F	GCTTCTCAAAGCAGGAGCAA	58	108
RORyt R	AGCTCCATGCCACCGTATTT		
LCN2 F	CAAAGACCCGAAAAGATGT	58	128
LCN2 R	GGCAACCTGGAAGAAAAGTC		
RNase7 F	TGACAGCCTAGGAGTGCGT	56	83
RNase7R	CAGGGGTCGCTTTGCG		
DEFβ4			
ERE1 F	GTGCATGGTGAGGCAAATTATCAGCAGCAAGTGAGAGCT	55	
ERE1R	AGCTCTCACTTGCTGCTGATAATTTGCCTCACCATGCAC		
ERE2F	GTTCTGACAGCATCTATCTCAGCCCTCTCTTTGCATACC	55	
ERE2R	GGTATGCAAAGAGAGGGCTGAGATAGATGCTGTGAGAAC		
ERE3F	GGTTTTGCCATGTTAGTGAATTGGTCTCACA	55	
ERE3R	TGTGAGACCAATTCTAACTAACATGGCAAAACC		
ERE4F	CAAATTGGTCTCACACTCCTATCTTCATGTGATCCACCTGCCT	55	
ERE4R	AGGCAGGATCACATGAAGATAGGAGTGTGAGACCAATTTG		
ERE5F	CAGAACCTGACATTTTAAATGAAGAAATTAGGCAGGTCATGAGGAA	55	
ERE5R	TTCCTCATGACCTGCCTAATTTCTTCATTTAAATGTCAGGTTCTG		
ERE6F	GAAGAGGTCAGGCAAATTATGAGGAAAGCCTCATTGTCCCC	55	
ERE6R	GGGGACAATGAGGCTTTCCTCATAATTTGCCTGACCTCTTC		

Table 3S: Top canonical pathways upregulated after E/F12 **(A)** and E/F24 **(B)** treatments

A

Function	Ratio	-log(p-value)	Number of molecules	Molecules
Role of IL-17A in Psoriasis	0.4620	9.16	6	S100A7,CXCL8,S100A9,CCL20,S100A8, DEFB4A/DEFB4B
Interferon Signaling	0.3820	18.10	13	IFITM3,IFIT1,IFIT3,OAS1,MX1,STAT2, IRF9,IFI35,PSMB8,STAT1,IFITM2,TAP1, IFITM1
Airway Pathology in Chronic Obstructive Pulmonary Disease	0.2500	2.68	2	CXCL8,MMP9
Pathogenesis of Multiple Sclerosis	0.2220	2.57	2	CXCL10,CCL5
Differential Regulation of Cytokine Production in Intestinal Epithelial Cells by IL-17A and IL-17F	0.1740	4.35	4	DEFB103A/DEFB103B,LCN2,CCL5, DEFB4A/DEFB4B

B

Function	Ratio	-log(p-value)	Number of molecules	Molecules
Role of IL-17A in Psoriasis	0.3850	7.19	5	S100A7,S100A9,CCL20,S100A8, DEFB4B/DEFB4B
Ascorbate Recycling (Cytosolic)	0.3330	1.58	1	GLRX
Glutathione Redox Reactions II	0.3330	1.58	1	GLRX
Interferon Signaling	0.3240	14.30	11	IFIT3,IFITM3,OAS1,MX1,IFI35,STAT2, IRF9,STAT1,TAP1,IFITM2,IFITM1
Arginine Degradation I (Arginase Pathway)	0.2500	1.45	1	ARG1
Pathogenesis of Multiple Sclerosis	0.2220	2.56	2	CXCL10,CCL5
Differential Regulation of Cytokine Production in Intestinal Epithelial Cells by IL-17A and IL-17F	0.1740	4.32	4	DEFB103A/DEFB103B,LCN2,CCL5, DEFB4A/DEFB4B

How the deposited data were processed for this re-analysis (not part of the article)

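The files hold Illumina HumanHT-12 v4 beadchip values of 24 arrays of VK2 E6/E7 cells in 8 groups of 3, control, estrogen (E), flagellin (F) and both (E + F) at 12 h and 24 h. By the submitters' notes the arrays were read with GenomeStudio 2011.1. The non-normalized table gives the mean bead intensity and a detection p-value for 47323 probes, and another table by the authors gives quantile-normalized values on the linear scale for 47311 of them. Neither shows background subtraction. The non-normalized table was used, and the normalized one only as an alternative.

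Values were processed in R 4.3.3 with limma 3.58.1, and tables and figures were made with Python 3.11.15. The neqc function corrected the background from the detection p-values (normexp), quantile-normalized, and took log2 with an offset of 16. Probes with a detection p under 0.05 on at least 3 arrays were kept, 24693 probes of 17400 genes. Probe symbols were updated to current ones for 4626 probes; 27036 were current, 12391 kept an older symbol and 3270 have none. A linear model of the 8 group means was fitted to all arrays with lmFit and eBayes, and 15 comparisons were taken from it: E, F and E + F against control, E + F against F and against E, and the interaction at each time, and the difference between times of the changes with E, F and E + F. Probes were called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05, adjusted within each comparison, and all tests are two-sided. Lower bounds use the lowest signal of any detected probe on each array.

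Gene lists, 34 in all, were tested on 1 probe per gene, the one of highest mean signal, with camera at a correlation of 0.01, with camera at an estimated correlation, and with fry. Named genes are those of Table 1, of the lists in Fig. 1B, Fig. 1D and Table S3 and others the paper names (their values in the paper's tables had been seen), the 10 largest changes in each direction per comparison among called probes whose groups do not overlap, and the 4 largest called changes of each list. Overlaps between treatments that share controls were set against 100 simulated data sets of unchanged groups. Detection p-values and replicate correlations of 0.987 to 0.994 set the precision; arrays of other groups correlated at 0.970 to 0.989. Tested on simulated data, 3-fold, 4-fold and 6-fold changes were called for 50 of 50 probes each and 2-fold changes for 24 of 50, and 1 of 24493 unchanged probes was called. Alternatives were other background and normalization choices, the authors' normalized values, detection filters, fold thresholds and adjustments, an ordinary model without moderation, the arrays of 1 time only, the replicate number as a block, 1 probe per gene, and leaving out each array. For each count, other splits of the arrays, all 10 or 100 drawn at random, were fitted in the same way. PCR, ELISA, luciferase and biopsy measurements of the paper were not analysed here.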

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

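Tests of a weaker flagellin response, of denser cultures, and of brightness and of the level of the 12 h control arrays for the 88 probes below were chosen after the result was seen.

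The change with a treatment differed between 24 h and 12 h, by the test of the difference itself, for 2 probes with E (0 to 5 with 1 array left out), 160 with F and 95 with E + F. Among genes of Table 1, the difference of the log2 change with E + F, 24 h minus 12 h, was 1.48 for RNASE7, 1.07 for S100A7 and -1.18 for CXCL10, of which that of RNASE7 did not pass with any 1 of 8 arrays left out; the fitted 1.21 for S100A12 and -1.13 for SERPINB4 have no exact size, since no control array detected those probes. Of 100 random regroupings of the 12 arrays, 14, 12 and 6 called as many probes or more with E, F and E + F, so chance cannot be excluded by this count. The highest other counts, 861, 1323 and 1058, lie many times above the real ones: those regroupings mix arrays of both culture times, which differ, a structure of the samples.

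Beyond what the paper reports, genes of cholesterol synthesis had a median log2 change of -0.27 with E at 12 h (camera, adjusted p = 7.7e-09, and 0.0185 with an estimated correlation), where median scaling shifts all probes by -0.19. The fall is not particular to E for FDFT1, IDI1 and MSMO1, genes of this pathway. They are among the 88 probes below, which lay under the same 12 h controls with F alone too. E alone also lowered 44 probes at 12 h and 45 at 24 h, where all calls with E numbered 61 without control replicate 1 and 166 without control replicate 2.

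Interferon-stimulated genes were lower with E + F than with F at 12 h, by a median log2 of -0.58 (quartiles -0.87 to -0.41) with 53 of 53 below 0. Uneven brightness of the arrays as the whole source is argued against: with each array's median signal as a covariate the median was -0.64 and 51 of 53 were below 0, and the deposited values gave -0.57. Median scaling, which shifts all probes by 0.22, gave -0.30, so part of the size depends on the scaling. A weaker flagellin response of these cultures as a whole stays open: the 265 probes off the interferon lists that F raised had a median of -0.48 (quartiles -0.69 to -0.25), with 232 below 0. They were picked on the same F arrays, which by itself pushes this median down. Picked by F at 24 h instead, 135 probes had a median of -0.34 (quartiles -0.56 to 0.25) at 12 h. An effect of estrogen itself on the flagellin response, named by the design, was not tested apart from it, and what could lower the response stays open.

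Of 42 cornified envelope genes, 33 were higher with E + F than with F at 24 h. Signal shared between SPRR and LCE family members is argued against as the whole source: of the 18 members outside both families 12, or 66.7%, were higher at 24 h and 9 at 12 h, beside 21 and 12 of the 24 members inside. Denser E + F cultures, which would lower cell cycle genes, stay open: that list had a median log2 difference of 0.17 (quartiles -0.04 to 0.26), its members went both ways, and E alone gave it a median change of 0.42 at 24 h. An effect of estrogen itself on the response to flagellin, named by the design, was not tested apart from it.

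At 12 h, 88 probes lay below control by over 0.5 in log2 with E alone and with F alone and had an interaction called upward; KRT15, S100A4 and CXCL14 are among them. Their median log2 change was -0.77 with E, -0.71 with F and -0.21 with E + F, and their median interaction, upward by how they were picked, was 1.33 (1.89 with median scaling, which shifts all probes by 0.41, and 0.84 with the deposited values). On the 24 h arrays, which did not pick them, the same probes had a median interaction of 0.63 (quartiles 0.32 to 1.05; 0.52 with median scaling and 0.37 with the deposited values), 81 of 88 above 0 and 23 called. That argues against a chance level of the 12 h control arrays as the whole source, and against uneven brightness as the whole source, since the median brightness of the groups had an interaction of 0.75 at 12 h but -0.12 at 24 h; part of the size at 12 h may come from brightness. Since E and F share the controls at each time, handling that differed for controls at both times may remain as a source, and an effect of the joint treatment is untested.

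For 2 groups of 3 arrays there are 10 splits, too few for a share under 0.05. The called probes in the real split against the highest other were 88 against 0 for E, 360 against 0 for F, 354 against 0 for E + F, 200 against 0 for E + F against F and 378 against 0 for E + F against E at 12 h (limma with adjusted p and fold threshold). At 24 h they were 92 against 1, 210 against 1, 418 against 1, 221 against 1 and 364 against 1. Past gene lists were 18 against 10, 14 against 12, 20 against 20, 19 against 18, 23 against 23 at 12 h and 15 against 8, 14 against 13, 18 against 17, 13 against 13, 21 against 20 at 24 h, in the same order.

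Of 100 regroupings of the 12 arrays of a time, 1 called as many probes for the interaction at 12 h (375 against 344), the real grouping included. At 24 h 2 did (297 against 300). Such regroupings mix arrays of all treatments, so they undo the single effects of E and F too. They cannot exclude chance for the interaction, or for a set of treatments, taken alone. The sets are those called with all 3 treatments, with F and E + F only, with E and E + F only and with E + F only. For them, 2, 1, 1 and 3 regroupings at 12 h and 3, 2, 3 and 1 at 24 h gave as many. Real and highest other counts were 12 against 18, 199 against 9, 16 against 4, 127 against 257 at 12 h and 16 against 145, 145 against 154, 23 against 43, 234 against 183 at 24 h. Chance cannot be excluded for the number of past lists either: 21 of 100 for the interaction at 12 h (19 against 24), 35 at 24 h (13 against 19), and 71, 27 and 58 for the time differences with E (4 against 19), F (11 against 18) and E + F (7 against 21).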

How the results depend on the processing

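No called value of a named gene changed sign under an alternative run for it, arrays left out included, and no gene list passed in opposite directions; list tests that changed sign numbered 9 of 510 with fry, 26 with the mean of all probes, 18 with the deposited values, 6 with the replicate block and 182 of 4080 with an array left out. In the order E, F, E + F, E + F against F, E + F against E and the interaction, counts of called probes without background correction were 16, 206, 184, 86, 180 and 103 at 12 h and 17, 107, 188, 96, 173 and 81 at 24 h. The authors' deposited normalized values gave 16, 208, 185, 86, 183 and 104 and 17, 109, 191, 97, 173 and 81, the adjusted p alone without a fold threshold 1362, 2068, 1808, 1184, 3141 and 1690 and 1720, 1628, 2997, 2080, 3498 and 1473, and limma's treat against 2-fold 1, 184, 166, 51, 158 and 19 and 1, 96, 171, 64, 135 and 13. For time differences with E, F and E + F, the count without a fold threshold was 6, 419 and 193, and with treat 0, 18 and 4 (limma called 38 with E at an unadjusted p). Without background correction F and E + F gave 70 and 41, and the deposited values 69 and 41; E gave 4 under the strict detection filter or without moderation, and E + F 154 at an unadjusted p. Without background correction dim probes lose fold; the cause of the other changes was not tested.

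Median scaling gave 183 for E, 312 for E + F against F, 872 for E + F against E and 2039 for the interaction at 12 h. It shifts the median of all probes at 12 h by -0.19, -0.14, 0.08, 0.22, 0.27 and 0.41 in the order above, at 24 h by 0.09, 0.08, 0.06, -0.01, -0.03 and -0.10, and the time differences by 0.32, 0.22 and -0.02. Its splits (higher to lower) were 15 to 168 against 44 to 44 for E at 12 h, 297 to 15 against 161 to 39 for E + F against F at 12 h, 2016 to 23 against 273 to 102 for the interaction at 12 h, 66 to 20 against 47 to 45 for E at 24 h, and 91 to 85 against 23 to 137 for the time difference with F. Without background correction the splits were 80 to 1 against 240 to 57 for the interaction at 24 h and 1 to 69 for the time difference with F.

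For probes called with all 3 treatments, F and E + F only, E and E + F only, E + F only, and any treatment, the counts without background correction were 4, 122, 4, 54 and 268 at 12 h and 5, 87, 1, 95 and 214 at 24 h. The deposited values gave 4, 122, 4, 55 and 271 and 5, 88, 1, 97 and 218, no fold threshold 247, 691, 160, 710 and 3666 and 210, 585, 435, 1767 and 4771, and treat 0, 116, 0, 50 and 235 and 0, 82, 0, 89 and 186. Median scaling gave 7 in E and E + F only and 199 in E + F only at 12 h. Of probes called with F and E + F only, those higher with E + F than F numbered 46 at 12 h and 51 at 24 h without a fold threshold, and 3 at 12 h with treat. Of 34 lists, camera with an estimated correlation passed 10 for E and 9 for the interaction at 12 h, 6 for E and 9 for F at 24 h, and 4 and 1 for the time differences with F and E + F. The fry test passed 25 lists for F at 12 h, and the mean of all probes of a gene 7 for the time difference with F. Pearson r between 12 h and 24 h changes for E, F, E + F and E + F against F was 0.56, 0.67, 0.72 and 0.37 without background correction, 0.56, 0.67, 0.72 and 0.37 with the deposited values and 0.36, 0.49, 0.57 and 0.28 without the detection filter.

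Leaving out 1 array at a time, counts in the order above ranged over 71 to 111, 353 to 379, 351 to 364, 187 to 225, 375 to 399 and 318 to 419 at 12 h and 61 to 166, 208 to 235, 402 to 463, 219 to 249, 360 to 391 and 297 to 372 at 24 h, and over 0 to 5, 131 to 170 and 78 to 131 for the time differences. The count of 2 for the time difference with E moved with each of the 12 arrays left out, to 5 without control 24 h replicate 2. Sets of treatments ranged over 10 to 15, 193 to 206, 14 to 18, 119 to 135 and 545 to 578 at 12 h and 12 to 24, 140 to 153, 18 to 44, 223 to 256 and 481 to 599 at 24 h, and the part higher with E + F than F over 7 to 10 and 10 to 11. Past lists ranged over 17 to 20, 14 to 15, 20 to 20, 17 to 20, 22 to 24 and 18 to 20 at 12 h, 11 to 15, 13 to 15, 17 to 19, 13 to 14, 19 to 22 and 12 to 14 at 24 h and 4 to 5, 8 to 11 and 4 to 7 for the time differences, and r over 0.39 to 0.44, 0.51 to 0.55, 0.58 to 0.62 and 0.27 to 0.34. E at 24 h depends on its control arrays: 61 probes without control 24 h replicate 1 and 166 without control 24 h replicate 2, and E and E + F only held 44 without the latter. Without control 24 h replicate 3, 4 lists passed for the time difference with E + F.

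Of 1964 values of named genes, 305 lost their call without background correction, 300 with the deposited values and 74 with median scaling, which added 69. Of 15684 with an array left out, 305 lost it and 70 gained one. Both totals include values that were not called to begin with, so the share of calls that were lost is larger than these totals show. Arrays share only a replicate number by the labels: after group means were removed, same-numbered pairs correlated at a mean of 0.038 (5 of 84 over 0.1) and others at -0.019, and 20 of 24 arrays correlated best with their own number, a hint from the data. The replicate block gave 88 probes for E at 12 h, with 1 named value changed. The beadchip block was not run. Signal over background limits dim probes, whose folds are lower bounds where a group did not detect them. Simulated 3-fold changes were called for 50 of 50 probes and 2-fold changes, at the threshold itself, for 24 of 50.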

Differences from the paper's values

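Of 112 fold changes that the paper prints in Table 1, 32 differ from those here, by over 1.5 times and by more than the SD between replicates or, for a lower bound, by over 1.5 times alone, and all 32 are higher here. DEFB103A and RNASE7 with E + F at 24 h, 12.6 and 8.27 here and 7 and 5.41 in the paper, lie over 1.5 times apart but within that SD, 10.1 and 4.55. Among alternatives set before the data were examined, none of the 112 differs without background correction or with the authors' deposited normalized values. With the replicate block or only the arrays of that time point the same number differs, 32, and with median scaling 35 differ; the fold for SPRR2A with F at 12 h is the one of the 32 that falls within the paper's under median scaling. For CXCL10 the table names 2 probes beside 1 set of folds; the first is not in the files, so the folds here are those of the second, and which probe the paper's folds belong to is not stated. Folds follow, here first and then the paper's.

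DEFB103A: 3.77 here and 2.17 in the paper with E + F at 12 h and 3.11 here and 2.02 in the paper with F at 24 h. DEFB4A: 6.34 here and 2.35 in the paper with F at 12 h, 17.6 here and 5.11 in the paper with E + F at 12 h, at least 7.46 here and 2.94 in the paper with F at 24 h and at least 25.3 here and 8.43 in the paper with E + F at 24 h. LCN2: 11.1 here and 6.38 in the paper with F at 12 h and 16.7 here and 9.47 in the paper with E + F at 12 h. RNASE7: 2.97 here and 1.97 in the paper with E + F at 12 h. WFDC5: 4.95 here and 3.17 in the paper with E + F at 12 h. S100A12: at least 6.36 here and 2.69 in the paper with E + F at 12 h and at least 14.9 here and 5.23 in the paper with E + F at 24 h. SPRR2A: 6.42 here and 3.95 in the paper with F at 12 h and 25.5 here and 14.75 in the paper with E + F at 12 h. SPRR2C: at least 2.58 here and 1.60 in the paper with F at 12 h, at least 16.3 here and 5.77 in the paper with E + F at 12 h, 6.47 here and 2.77 in the paper with F at 24 h and 54.9 here and 19.52 in the paper with E + F at 24 h. SPRR2G: 13.4 here and 7.27 in the paper with E + F at 12 h. IL36G: 7.88 here and 2.70 in the paper with F at 12 h, 14.7 here and 4.34 in the paper with E + F at 12 h, at least 3.60 here and 2.08 in the paper with F at 24 h and at least 11.5 here and 4.05 in the paper with E + F at 24 h. SERPINB4: at least 6.61 here and 2.92 in the paper with F at 12 h, at least 17.7 here and 6.48 in the paper with E + F at 12 h and at least 8.36 here and 3.42 in the paper with E + F at 24 h. CXCL10: 118 here and 41.73 in the paper with F at 12 h, 44.3 here and 16 in the paper with E + F at 12 h, 30.5 here and 9.82 in the paper with F at 24 h and 19.6 here and 6.46 in the paper with E + F at 24 h. CCL5 at its other probe: 13.9 here and 6.3 in the paper with F at 12 h and 6.22 here and 3.12 in the paper with E + F at 12 h.

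The paper counts 270 probes over the 3 treatments at 12 h, against 554 here, 124 with F and E + F only, against 199, and 54 with E + F only, against 127. It states the same fold threshold and a p under 0.05, and does not state which adjustment. Without background correction the counts are 268, 122 and 54, with the deposited values 271, 122 and 55, and with treat against 2-fold 235, 116 and 50, all within 1.5 times the paper's; with 1 probe per gene the count with F and E + F only, 139, is too. The paper's text gives 5 genes with all 3 treatments and 5 probes with E and E + F only. In Fig. 1B, read by eye, it has about 5 with E alone, about 74 with F alone and about 3 with E and F only. In this order the counts here are 12, 16, 51, 140 and 9. These differ no longer without background correction (4, 4, 4, 76 and 4) or with the deposited values (4, 4, 4, 78 and 4); median scaling also brings E and E + F only to 7 and F alone to 75, treat F alone to 68, and 1 probe per gene F alone to 108.

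In the 24 h diagram of the supplement, read by eye, the paper has about 5 with all 3 treatments, about 89 with F and E + F only, about 0 with E and E + F only, about 96 with E + F only, about 13 with F alone and about 1 with E and F only. Here they are 16, 145, 23, 234, 45 and 4 (limma). Without background correction they are 5, 87, 1, 95, 15 and 0, and with the deposited values 5, 88, 1, 97, 16 and 0, of which those with E and E + F only and with E and F only still differ. Treat gives 82 with F and E + F only, 0 with E and E + F only, 89 with E + F only and 14 with F alone, and 1 probe per gene gives 106 with F and E + F only, none of which differ. For E and F only at 24 h, each alternative run still differs. Under the remaining alternatives, each of these counts of both times differs. For probes with F and E + F only that are higher with E + F than F at 12 h, the paper's text counts 6, by a criterion it does not give. Here 9 were called, and the count differs only without a fold threshold (46), with treat (3) or with median scaling (11). The members are not the same. The paper names IL36G, under 2-fold here, and SPRR2D, which was called with E as well.

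The legend of Fig. 1B lists TSC22D3 among genes raised by E + F; its log2 change here was -1.51 at one of its probes and -0.94 at another, and the other genes of that list rose, apart from ID1 at 0.95.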

Other observations

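Mean log2 signal in control at 12 h (n = 3 arrays) was 6.84 for ESR1, the gene of estrogen receptor alpha, 6.28 for IL17RA, 4.98 for IL17RC and 9.50 for IL17RD. Arrays of the group that detected the probe numbered 3 of 3 for ESR1, 3 of 3 for IL17RA and 2 of 3 for IL17RC. At 24 h ESR1 stood at 5.99 in control. Of the 3 estrogen receptor genes listed, only 2 could be tested. Probes of GPER1, the membrane estrogen receptor gene, are among the 88 above that lay below control with E alone and with F alone at 12 h. The estrogen response genes, 20 of them measured, gave 2 lower and 18 not called with E at 12 h (camera, adjusted p = 0.00741, and 0.135 with an estimated correlation). With E at 24 h, genes of the cell cycle had a median log2 change of 0.42 (camera, adjusted p = 6.71e-18, and 0.00345 with an estimated correlation).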
